# Barcode Sequencing Screen Identifies *SUB1* as a Regulator of Yeast Pheromone Inducible Genes

**DOI:** 10.1534/g3.115.026757

**Published:** 2016-02-01

**Authors:** Anna Sliva, Zheng Kuang, Pamela B. Meluh, Jef D. Boeke

**Keywords:** *SUB1*, mating, transcription

## Abstract

The yeast pheromone response pathway serves as a valuable model of eukaryotic mitogen-activated protein kinase (MAPK) pathways, and transcription of their downstream targets. Here, we describe application of a screening method combining two technologies: fluorescence-activated cell sorting (FACS), and barcode analysis by sequencing (Bar-Seq). Using this screening method, and p*FUS1*-GFP as a reporter for MAPK pathway activation, we readily identified mutants in known mating pathway components. In this study, we also include a comprehensive analysis of the *FUS1* induction properties of known mating pathway mutants by flow cytometry, featuring single cell analysis of each mutant population. We also characterized a new source of false positives resulting from the design of this screen. Additionally, we identified a deletion mutant, *sub1*Δ, with increased basal expression of p*FUS1*-GFP. Here, in the first ChIP-Seq of Sub1, our data shows that Sub1 binds to the promoters of about half the genes in the genome (tripling the 991 loci previously reported), including the promoters of several pheromone-inducible genes, some of which show an increase upon pheromone induction. Here, we also present the first RNA-Seq of a *sub1*Δ mutant; the majority of genes have no change in RNA, but, of the small subset that do, most show decreased expression, consistent with biochemical studies implicating Sub1 as a positive transcriptional regulator. The RNA-Seq data also show that certain pheromone-inducible genes are induced less in the *sub1*Δ mutant relative to the wild type, supporting a role for Sub1 in regulation of mating pathway genes. The *sub1*Δ mutant has increased basal levels of a small subset of other genes besides *FUS1*, including *IMD2* and *FIG1*, a gene encoding an integral membrane protein necessary for efficient mating.

The mating pathway in *Saccharomyces cerevisiae* signals through the well-studied mitogen-activated protein kinase (MAPK) pathway (Campbell *et al.* 2013). The functions of many genes within the pathway are known and characterized, and, notably, many of the MAPK pathway components were first identified in yeast (Bardwell 2004). Since its discovery, this pathway has served as a valuable model for the study of MAPK cascades. Importantly, many components of the yeast mating pathway, and factors necessary for efficient mating, have homologs in humans (Widmann *et al.* 1999), and our understanding of the process of yeast mating has led, and will continue to lead, to many beneficial applications. Further, the mating pathway is also a great system for studying regulated transcription. It is likely that not all the players have been identified, particularly those with only modest effects on expression of pheromone-inducible genes.

When a haploid yeast cell is stimulated by a mating pheromone of the opposite mating type, the receptor on the cell surface activates the pheromone MAPK signaling cascade. Ste12 is the major actor in stimulating the dramatic transcriptional change that results from the induction with mating pheromone, whereupon expression of about 200 genes is induced, and another 200 genes are repressed (Roberts *et al.* 2000). Many of the genes that increase expression under pheromone induction are genes needed for efficient mating, while genes repressed under induction with pheromone are enriched for genes that promote cell cycle progression, DNA replication, budding, and mitosis (Roberts *et al.* 2000).

Although many genes affecting the yeast mating pathway are known, it is likely that additional factors, which may or may not be pathway-specific, function to fine-tune and/or insulate the yeast MAPK pathway (Bardwell *et al.* 2007). To search for such factors that may have been missed by previous screening methods (Erdman *et al.* 1998; Chasse *et al.* 2006), we devised a multi-faceted screen to survey the mating pathway from a new perspective, similar to previous fluorescence-activated cell sorting (FACS)-based screens in yeast analyzed by deep sequencing of complex libraries (Sharon *et al.* 2012, 2014; Mogno *et al.* 2013). Specifically, we combined the use of an engineered MAP kinase pathway-responsive reporter (p*FUS1*-GFP) with FACS to screen a comprehensive library of yeast knockout (YKO) mutants. We then used Barcode analysis by sequencing (Bar-Seq) (Smith *et al.* 2009) to determine the relative representation of different mutants in each of several FACS-sorted pools prepared following induction with mating pheromone. In this way, we were able to identify mutants with altered patterns of reporter expression, and to show that it is possible to genetically analyze the dynamic process of response to mating pheromone. Further, our assay method utilizes the more sensitive and single-cell precision capabilities of flow cytometry, allowing us to identify deletion mutants with more subtle mutant *FUS1*-GFP phenotypes than the bulk *lacZ* assays used previously Chasse *et al.* 2006; Parrish *et al.* 2002; Bardwell *et al.* 1998; Posas and Saito 1997. This method is a valuable tool for identifying mutants with more subtle phenotypes that function in pathways to fine-tune gene expression.

Multiple screens were performed on the YKO library under both pheromone-exposed and vegetative growth conditions, with gating to select for outliers. While some of these screens efficiently recovered the vast majority of known genes in the mating pathway, others gave high rates of false positives. Here, we characterize an unusual source of false positives arising as a consequence of the specific design of the screen, perform an extensive FACS-based study of a wide variety of known individual mutants affecting the pathway, and identify a new mutant, *sub1*Δ, in which the basal transcription of the p*FUS1*-GFP reporter, as well as the RNA expression levels of another pheromone responsive gene, *FIG1*, is affected. We also perform the first ChIP-Seq of Sub1, show that it binds to the promoter regions of about half of the genes in the genome under vegetative growth conditions, and show that Sub1 is specifically recruited to the promoter region of *FUS1* and other pheromone-responsive genes upon induction with α-factor. We also perform RNA-Seq of a *sub1*Δ mutant and identify genes upregulated and downregulated compared to wild type. Finally, we show that, overall, the pheromone-inducible genes in the *sub1*Δ mutant are induced less under α-factor induction than wild type, further supporting a role for Sub1 in the regulation of pheromone-inducible genes.

## Materials and Methods

### Strains

The strains used in this study are listed in Supplemental Material, Table S7.

### Reporter design

A reporter with the promoter of *FUS1* driving expression of GFP (p*FUS1*-GFP) was assembled using the Gibson assembly method (Gibson *et al.* 2009) (Figure 2A). The reporter also contains a p*FUS1*-RFP gene that was not employed extensively in this study. The reporter has 1300 bp of homology flanking the *BAR1* locus, and, upon integration into the targeted locus, knocks out wild-type function of the Bar1 aspartyl protease. Since the wild-type function of Bar1 is to cleave α-factor, the knocking out of this gene allows for lower levels of α-factor to be used to induce the mating response, and allows for a sustained response. This design is ideal for this screen, as it allows for the simultaneous introduction of the reporter and knockout of *BAR1* in a single yeast transformation.

### Preparation of library

The reporter plasmid was linearized by digestion with *Bam*I-HF, and a high-efficiency transformation protocol (Pan *et al.* 2007) was used to transform the *MAT***a** haploid YKO library (Ooi *et al.* 2001). Transformants were selected on SC–Leu plates. After transformation of the YKO library with the reporter construct, and directly collecting/pooling the transformants, there was still a high level of background of Leu^–^ colonies. Therefore, we developed a protocol in which the transformants were replica-plated on SC–Leu plates, then scraped and aliquoted into –80° glycerol stocks (resulting in a YKO library with a final Leu^–^ background of 0.38%). Single colonies from the transformed YKO library were tested for correct integration at the *BAR1* locus using a Bar assay (Guthrie and Fink 1991), and the rate of integration at the correct locus was estimated at 97% (determined from 100 total colonies screened for Bar1 function).

### Library growth and induction with alpha-factor

An aliquot of the transformed YKO library was thawed, and an overnight timer was set to knock the cells into 200 ml SC–Leu medium (at a starting concentration of OD ∼0.1) to start growth at the appropriate time. The cells were grown to midlog phase in two separate flasks: one was induced with 10 nM α-factor for 2 hr, and the other was further grown vegetatively without addition of α-factor (Figure 2C). Three controls were likewise grown simultaneously with the library: untransformed BY4741 as the negative control, yAS38 (BY4741 transformed with the p*FUS1*-GFP reporter construct) as the basal control, and yAS38 induced with α-factor as the wild-type induced control. A 10-ml aliquot of cells was spun down at 3600 rpm for 2 min, washed twice with 10 ml of 1X PBS, resuspended in 1X PBS to a final concentration of ∼1 OD, and taken to the Bloomberg Johns Hopkins School of Public Health sorting facility, where cells were sorted on a Beckman Coulter MoFlo Cell sorter. An amount of ∼11 × 10e6 total starting cells was sorted into different populations based on GFP fluorescence (gating of populations used is shown in Figure S4), using the control strains as references. The sorted cells were then grown to saturation in 15 ml SC–Leu, spun down, and stored as glycerol stocks at –80°; ∼25 ODs of cells were used for gDNA extraction. The cells were first thawed at room temperature, and resuspended in 250 µl of reconstitution buffer (1 ml of resuspension solution concentrate, 0.18 g sorbitol, and 1 µl beta-mercaptoethanol). Reconstituted lyticase enzyme [1000 units (U)] was added to each tube, and each tube was mixed by inversion a few times. The tubes were incubated at room temperature for 1 hr with gentle mixing by inversion every 15 min. To isolate the gDNA, the Norgen Biotek Yeast Genomic DNA Isolation Kit (Product #18600) was used.

### Barcode sequencing

The UPTAG and DNTAG barcodes from the gDNAs were then PCR-amplified and sequenced to identify mutants enriched in the different populations. The primers that were used to amplify the UPTAG and DNTAG sequences (*Supplemental Methods*) are based on previous barcode sequencing studies (Smith *et al.* 2009). The primers include the TruSeq universal adaptors (allowing for the cluster formation for sequencing on the Illumina platform), a unique multiplex tag (allowing for pooling up to 18 samples in a single lane: nine UPTAG and nine DNTAG), and universal priming sites (used to amplify each barcode). Each PCR reaction was performed in a final volume of 100 μl, containing 1 U of Phusion polymerase, HF phusion buffer diluted to 1X, 250 µM dNTP, 250 nM of each primer, and ∼100 ng genomic DNA. The PCR amplification protocol used was: 30 sec at 98°; 25 cycles of 10 sec at 98°, 30 sec at 55°, 30 sec at 72°; 7 min at 72°; ∞ at 4°. A negative control was run for each PCR experiment to assure the absence of genomic DNA contamination. Additionally, in order to further take measures to avoid possible contamination of the PCR with genomic DNA, all PCR reactions were set up in the hood of a separate, clean room (with separate pipettes and reagents), where no yeast work was ever done. Lastly, the primers with the multiplex tag were rotated and assigned to different sorted populations for the different biological replicates to further reduce the possibility of data skewing due to use of a particular primer. The PCR reactions were run on a 2% agarose gel, gel extracted using the Zymoclean Gel DNA Recovery Kit, pooled in equimolar amounts, and sent for single-end, 50-cycle sequencing on an Illumina HiSeq. Three biological replicates of this experiment were performed for the “Un Gfp^–^” population (Table S1), the “In Gfp^–^” population (Table S2), the “In Gfp^basal^” (Table S3), and the “Un Gfp^+^” (Table S4) sorted populations. One sample was evaluated for the “In Gfp^++^” (Table S5) population. (This nomenclature is described in detail in Figure 2B and Figure 2C, and in the section *Ranking classes of knockout mutants* in *Results*).

### Barcode sequence analysis

For data analysis, we first clustered our reads from the sequencing run into the different sorted pools by demultiplexing the sequencing data. Next, we combined the barcodes listed on the yeast deletion website (YKOv2s: http://www-sequence.stanford.edu/group/yeast_deletion_project/YKOv2_info.txt) with the resequenced list (Smith *et al.* 2009), and used this combined list as a reference to identify which genes were present in each sorted population. We concatenated all barcodes together with 20 bp of ambiguous N bases between barcodes to form a reference, and aligned the reads to this sequence using Bowtie2 (Langmead and Salzberg 2012). We developed a program in R to count the number of reads for each barcode. We used 50 (UPTAG and/or DNTAG) reads in the control presorted YKO library as a minimum cutoff for including a specific deletion mutant in our data analysis. Using the DESeq package (Anders and Huber 2010), we generated a p-value for each gene, based on the number of reads from the sequencing run.

### Evaluation of individual mutants

To evaluate each individual mutant for p*FUS1*-GFP expression, a single colony was inoculated in 5 ml SC medium, and grown overnight. The following morning, the strain was diluted back to OD ∼0.1 in 5 ml SC medium, grown to midlog phase, and induced with 10 nM α-factor, or continued vegetative growth for 2 hr. The cells were then spun down at 3600 rpm, washed twice with 1X PBS, and GFP fluorescence was analyzed by flow cytometry.

### ChIP-Seq

For the ChIP-Seq experiments, wild type diploid BY4743 was transformed with the *bar1*Δ::p*FUS1*-GFP reporter, and a C-terminal 3HA tag targeting the native *SUB1* locus, similar to previous reports (Rosonina *et al.* 2009). This strain was sporulated, and a spore containing both the reporter and the 3HA tag, yAS420, was selected. We tested this strain for *SUB1* function by plating on moderate levels of sorbitol, and showed, by construction of double mutants (Rosonina *et al.* 2009), that the tagged strain retained some *SUB1* function (Figure S5). The strains were grown in 200 ml SC medium to midlog phase, and then treated with α-factor, 1M sorbitol, or untreated. The α-factor-treated cells were treated with 10 nM α-factor for 30 min, and the cells treated with sorbitol were spun down at 1000 g for 3 min, and resuspended in SC medium containing 1 M sorbitol for 5 min prior to crosslinking. Five samples were sequenced from the ChIP experiment: α-factor treated, no α-factor control, sorbitol, no sorbitol control, and an untagged strain (yAS38) as a negative control. We followed a ChIP protocol as previously described (Kuang *et al.* 2014); ∼50 OD cells were used for ChIP-Sequation, 5 µl of 0.4 mg/ml anti-HA 12CA5 (Roche) was used for the ChIP of Sub1-3HA. The KAPA Hyper Prep Kit for Illumina platforms was used for constructing the sequencing library. The ChIP-Seq samples were then sent for sequencing on the Illumina HiSeq for 50 cycles, single read. Reads were mapped using Bowtie2 against the SacCer2 reference sequence (UCSC Genome browser). CisGenome (Jiang *et al.* 2010) was used to visualize the ChIP-Seq data.

### RNA-Seq

To generate the strains used in RNA-Seq, BY4743 was transformed with the *bar1*Δ::p*FUS1*-GFP reporter, and *sub1*Δ was knocked out with the *kanMX* cassette. By sporulation, two isogenic *MAT***a** strains with the reporter were isolated, one with *sub1*Δ, yAS395, and a wild-type control (yAS418), and were used for performing RNA-Seq. For the RNA-Seq experiments, 150 ml cells were grown at 30° in SC medium to midlog phase. The α-factor-treated cells were induced with a total concentration of 10 nM α-factor for 45 min, or the strain was allowed to continue vegetative growth (uninduced control). For the high osmolarity response, the cells were grown to midlog phase, and spun down at 3000 rpm for 3 min, resuspended in SC medium containing 1 M sorbitol, or fresh SC medium (no sorbitol control), and growth was continued for 45 min; ∼5 OD cells were used for RNA-Seq. The QIAGEN RNeasy Mini Kit “purification of total RNA from yeast” protocol was used to isolate RNA from these samples. The RNA samples were then polyA-enriched, and sequenced using the Illumina HiSeq for 50 bp single reads. Reads were mapped using Bowtie2 against SacCer2. The number of reads that overlap genes was calculated in R, and the differential expression was analyzed by DESeq (Anders and Huber 2010).

### Data availability

The sequencing data from this manuscript is available under GEO accession number GSE71813.

## Results

### Evaluation of reporter and ranking of knockout mutants

Yeast strain BY4741, transformed with a reporter cassette (yAS38) expressing *FUS1*-GFP, serves as the wild-type control for these experiments. Wild-type yeast cells with an intact mating pathway express low but detectable basal levels of p*FUS1*-GFP (Gfp^basal^), and exhibit a significant increase in GFP expression upon induction with α-factor (to Gfp^+^ levels), as expected (Figure 1). *FUS1* is a haploid-specific gene; it is repressed in diploid cells and in mutants defective in silencing the silent mating loci *HML* and *HMR* (McCaffrey *et al.* 1987). Under the fluorescence microscope, the control reporter strain has the correct phenotype; upon treatment with α-factor, this strain changes morphology to form shmoos, and expresses higher levels of p*FUS1*-GFP (Figure S1). For assaying the *FUS1* expression profiles of mutants throughout this study, three control strains were run for each experiment: BY4741, a wild-type strain lacking the *FUS1* reporter grown under vegetative conditions (“Un Gfp^–^” control); BY4741 transformed with the reporter construct (yAS38) grown under vegetative condition expressing basal levels of *FUS1*-GFP (“Un Gfp^basal^” wild-type control); and the wild-type reporter strain treated with α-factor (“In Gfp^+^” wild-type control) (Figure 1). These control strains appear as three gray peaks in the histograms throughout this study.

**Figure 1:**
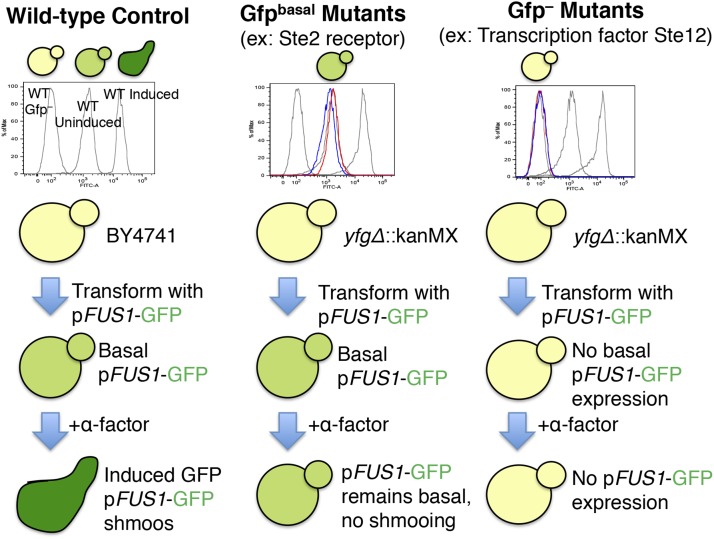
Overview of expected pheromone response pathway mutants. Control strains (gray), mutant uninduced (blue), and mutant induced with α-factor (red). The three wild-type controls were run with every experiment, in gray: wild-type Gfp^–^, Uninduced (“Un Gfp^basal^”), and Induced (“In Gfp^+^”).

### Ranking classes of knockout mutants

The GFP fluorescence profile of the YKO library transformed with the p*FUS1*-GFP reporter differs from that observed for the yAS38 control strain, suggesting that expression of *FUS1* is subject to positive and negative regulation under both uninduced and α-factor induced conditions. We expected and observed a number of distinct populations of cells in our evaluations of both uninduced and α-factor-induced cultures of cells bearing the reporter. The YKO library transformed with the reporter construct was either grown under vegetative conditions (Uninduced, “Un”), or treated with 10 nM α-factor for 2 hr (Induced, “In”). 

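The Bar-Seq data are counts of barcode reads. Each strain of the YKO library lacks a single gene and carries an UPTAG and a DNTAG barcode that identify it, so the number of reads of its barcodes measures its abundance in a pool of cells. The authors aligned the reads to the known barcodes with Bowtie2, counted them in R, and deposited the number of reads of each mutant and tag without normalization. The table lists 6128 deletion mutants by systematic name, of which 5651 were matched to a gene name in a table of the R64 assembly that served for names only. The Gfp- pools and the presorted libraries, uninduced (Un) or treated with 10 nM α-factor for 120 min (In), were represented by 3 biological replicates each, and the UPTAG and DNTAG reads of a replicate were summed. In the order of the replicates, Un presort held 5538135, 1822992, and 2492989 reads and Un Gfp- held 5930521, 1348018, and 192483. In presort held 10467729, 5794193, and 547624 reads, and In Gfp- held 13140634, 1360995, and 302991. Replicate 1 of every group was sequenced on another instrument model than replicates 2 and 3. The barcode reads come from PCR without molecular identifiers, so errors are given as the spread between replicates and not as counting error. Each sorted pool was compared with its own presorted library by edgeR's quasi-likelihood test with TMM normalization, a two-sided test with Benjamini-Hochberg adjustment over all mutants tested. As in the paper, mutants with few presort reads were left out; here a mean of at least 50 summed reads over the 3 presort replicates was required. The columns of the other sorted pools were not analysed here.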

The library was then sorted based on different populations of cells with a mutant fluorescence profile. 

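Sorting narrowed the library to a small set of strains. The 50 most abundant mutants took 11.6 ± 1.13% of the reads in Un presort and 87.3 ± 3.50% in Un Gfp- (SD, n = 3). In the induced cultures they took 12.2 ± 1.16% of the reads before sorting and 89.1 ± 1.98% in In Gfp- (SD, n = 3). Reads were found for 4015 to 4080 mutants in the Un presort replicates and for 2579 to 3350 mutants in the Un Gfp- replicates. The corresponding numbers were 3897 to 4094 for In presort and 1925 to 3424 for In Gfp-. Replicates of the presorted libraries resembled each other more than replicates of the sorted pools. Across mutants, which are not independent replicates, Pearson's r between the log2 abundances of replicates lay between 0.911 and 0.975 in Un presort and between 0.773 and 0.916 in Un Gfp-. It lay between 0.940 and 0.970 in In presort and between 0.765 and 0.913 in In Gfp-. Because a few strains took most of the sorted reads, the TMM factors differed widely, from 0.108 to 0.547 in Un Gfp- against 4.91 to 5.38 in Un presort, and from 0.0849 to 0.414 in In Gfp- against 6.37 to 6.57 in In presort.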

Ultimately, we chose to sort the mutants into five pools, according to the scheme summarized in Figure 2C. Previous studies mention a basal level of *FUS1* expression in haploid cells, resulting from endogenous ligand-independent signaling via the MAP kinase cascade (Hagen *et al.* 1991; Chasse *et al.* 2006; Lee and Dohlman 2008), and the sequencing data from the screen clearly support this, as many of the corresponding MAP kinase knockout mutants show an “Un Gfp^–^” phenotype.

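Mutants of the MAP kinase cascade were among the strains with the largest enrichment in Un Gfp-. The *ste7*Δ strain (YDL159W, the MAPKK) made up 0.0255 ± 0.00483% of the reads in Un presort and 0.519 ± 0.0587% in Un Gfp- (SD, n = 3). Its log2 fold change was 9.39 (standard error 1.10, adjusted p = 0.00045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which ranked 3 among the 3414 mutants tested. The *ste11*Δ strain (YLR362W, the MAPKKK) rose from 0.00611 ± 0.000986% to 0.116 ± 0.0253% of the reads, and the *ste5*Δ strain (YDR103W, the scaffold) from 0.0169 ± 0.00163% to 0.311 ± 0.0377% (SD, n = 3). Their log2 fold changes were 9.34 (standard error 1.01) and 9.19 (standard error 0.988), both with an adjusted p of 0.000402 from the same test. The Gβ mutant *ste4*Δ (YOR212W) had a log2 fold change of 9.24. The PAK mutant *ste20*Δ (YHL007C) and the adaptor mutant *ste50*Δ (YCL032W) were enriched less, with log2 fold changes of 7.52 and 6.89 at ranks 78 and 97. All 6 strains were higher in every sorted replicate than in every presort replicate. No reads of *ste12*Δ or *ste18*Δ were found in any of the 12 libraries. In all, 416 mutants were enriched in Un Gfp- and 180 were depleted at an adjusted p under 0.05, so that 69.8% of the calls were higher. With the replicate number as a block, 98 were depleted, 45 of them among the 180. Of the 416, 384 were higher in every sorted replicate than in every presort replicate; among all mutants tested, the replicates were separated in either direction for 44.8%, where chance gives 10%. Among the alternatives that kept all replicates, scaling to total counts without TMM factors moved these numbers most and left 116 enriched mutants and 3199 depleted ones, so that 3.50% of the calls were higher; the log2 fold change of *ste7*Δ was then 4.34. The calls also depended on which replicate was left out, each such fit having 2 per group. Without replicate 1, which leaves the replicates sequenced on the same instrument model, or without replicate 2, 0 mutants passed the threshold, while 366 and 461 mutants were higher at an unadjusted p under 0.05; without replicate 3, 543 mutants passed. The log2 fold change of *ste7*Δ stayed between 8.99 and 10.01 in these fits, and its adjusted p over all alternatives lay between 1e-39 and 0.0996. For basal *FUS1* expression through signaling without ligand the paper cites earlier studies, and it states that the Un Gfp- phenotype of many MAP kinase mutants in the screen is in support of it.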

**Figure 2:**
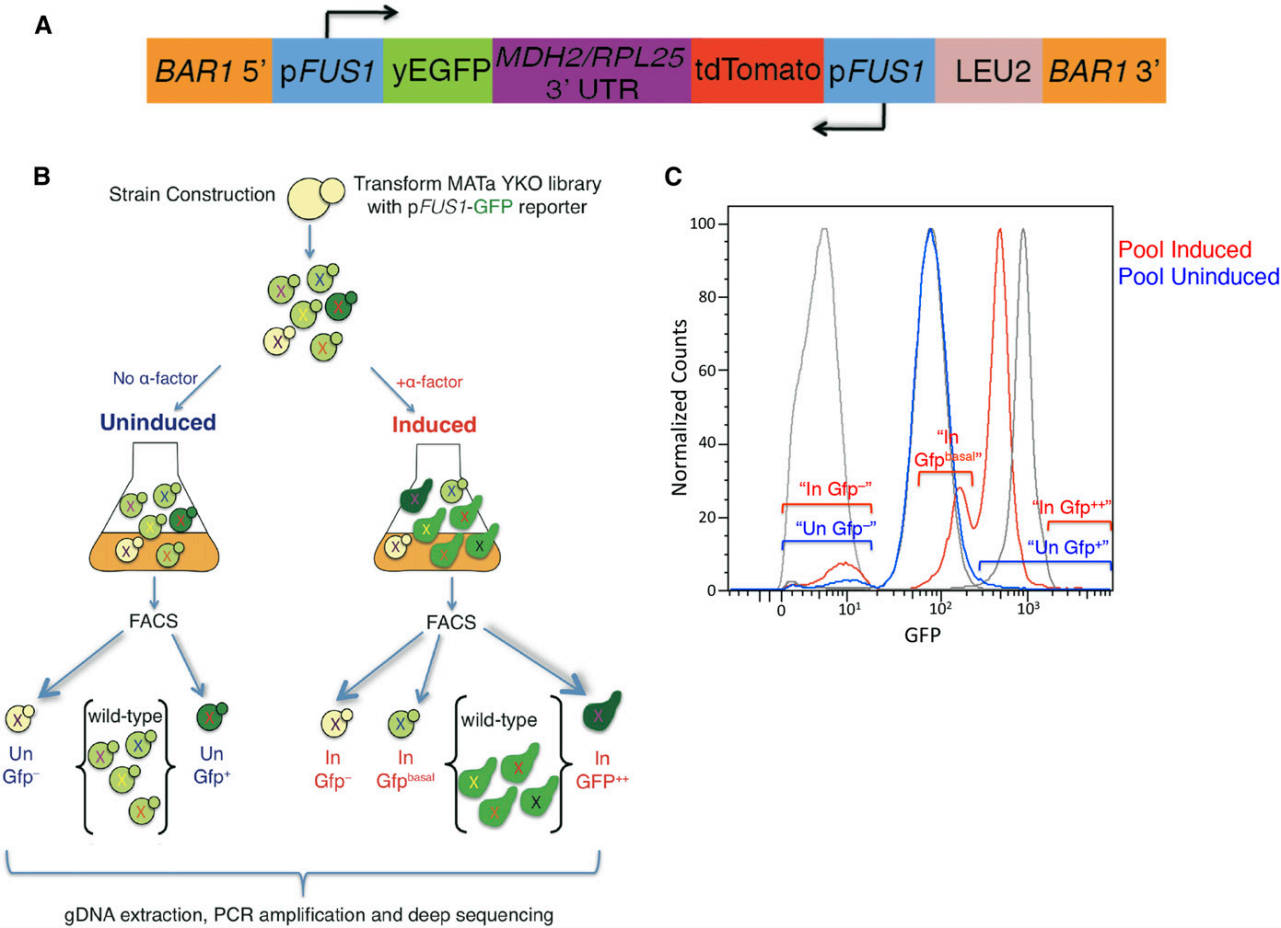
Overview of the screening strategy. (A) Reporter construct. (B) Overview of FACS sorting transformed YKO library. (C) FACS profile of YKO library overlay of no α-factor (blue), and the sorted mutant populations “Un Gfp^–^” and “Un Gfp^+^”. (D) FACS profile of YKO library overlay of +α-factor (red), and the sorted populations “in Gfp^–^”, “In Gfp^basal^”, and “In Gfp^++^” over wild-type controls (gray).

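The Un Gfp- and In Gfp- pools shared most of their enriched mutants. In the comparison of In Gfp- with In presort, 3553 mutants were tested, of which 540 were enriched and 359 depleted. With the replicate number as a block, 316 were enriched and 12 depleted. In all, 411 of the 540 were higher in every sorted replicate than in every presort replicate. With total counts in place of TMM, 119 mutants were enriched and 3330 depleted, so that 3.45% rather than 60.1% of the calls were higher. Leaving out replicate 1, 2, or 3 gave 208, 496, and 439 enriched mutants. Of the 3412 mutants tested in both comparisons, 371 were enriched in both pools, which is 89.2% of the mutants enriched in Un Gfp-. The log2 fold changes of the uninduced and the induced pool correlated across mutants with a Pearson's r of 0.68 and a Spearman's rho of 0.57; mutants are not independent replicates. When the difference between the uninduced and the induced enrichment was itself tested in a model of all 12 samples, 0 of the 3412 mutants passed the threshold, with a smallest adjusted p of 0.0505 (edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment), and 342 had an unadjusted p under 0.05. The same interaction tested by DESeq2 gave 97 mutants.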

One expected class of mutants is those that lack p*FUS1*-GFP expression under both basal and α-factor-induced conditions (the “Un Gfp^–^” and “In Gfp^–^” mutants in Figure 2B, Figure 2C, Table S1, and Table S2). In this population, we observed an enrichment of mutants in genes integral to the MAPK pathway itself (Hagen *et al.* 1991), including the MAPKKK mutant *ste11*, MAPKK mutant *ste7*, the Gβ subunit mutant *ste4*, and the pheromone-responsive *ste5* scaffold protein mutant; indeed, these were all high-ranking mutants (Table S1 and Table S2). 

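In the In Gfp- pool, the *ste5*Δ strain had a log2 fold change of 9.50 (standard error 1.13, adjusted p = 1.18e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ranked 19 among the mutants tested. The *ste7*Δ, *ste4*Δ, and *ste11*Δ strains followed at ranks 27, 31, and 48, with log2 fold changes of 9.43, 9.41, and 9.26. Their ranks carry little information on order, since the standard errors of these fold changes, from 1.09 to 1.14, exceed the distances between them. The *ste4*Δ strain rose from 0.0429 ± 0.00287% of the reads in In presort to 0.534 ± 0.0822% in In Gfp- (SD, n = 3). These 4 strains stayed past the threshold in every fit that left out a replicate; for *ste4*Δ the log2 fold change ranged from 8.98 to 10.01 and the adjusted p over all alternatives from 8.25e-40 to 0.0222. In the same pool the *ste20*Δ and *ste50*Δ strains had log2 fold changes of 7.08 and 4.74. With total counts in place of TMM, *ste20*Δ had a log2 fold change of 0.96 that did not pass the threshold, and *ste50*Δ one of −1.03. Without replicate 1, the values of *ste20*Δ and *ste50*Δ were 5.23 and 3.98 and neither passed the threshold. Of 12 mutants of *SIR* genes and of the Gβγ subunits, kinases, scaffold, adaptor, and transcription factor of the pathway, 10 had enough presort reads to be tested, and all 10 were enriched in both pools, whether adjusted over all mutants or adjusted over the list alone; the study named these mutants on the same samples, so the list is not independent evidence. Outside this list and Table S2, 20 other mutants were taken from the paper's text and supplement. Of the 15 that could be tested, 4 were enriched in Un Gfp- and 5 in In Gfp-. With the replicate number as a block, 2 were enriched in In Gfp-. The *dig1*Δ, *kss1*Δ, and *whi3*Δ strains and the strain listed under *GPA1* were enriched in both pools. The paper reports newly made *dig1*Δ as like wild type and newly made *kss1*Δ as higher in basal reporter expression. The pathway mutants *ste3*Δ, *ste13*Δ, *ste14*Δ, *ste24*Δ, and *dig2*Δ were enriched in neither pool, and *ste2*Δ only in In Gfp-, where it did not pass the threshold with the block (log2 fold change 2.11, adjusted p = 0.182 from the same test).

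**Figure D1:**
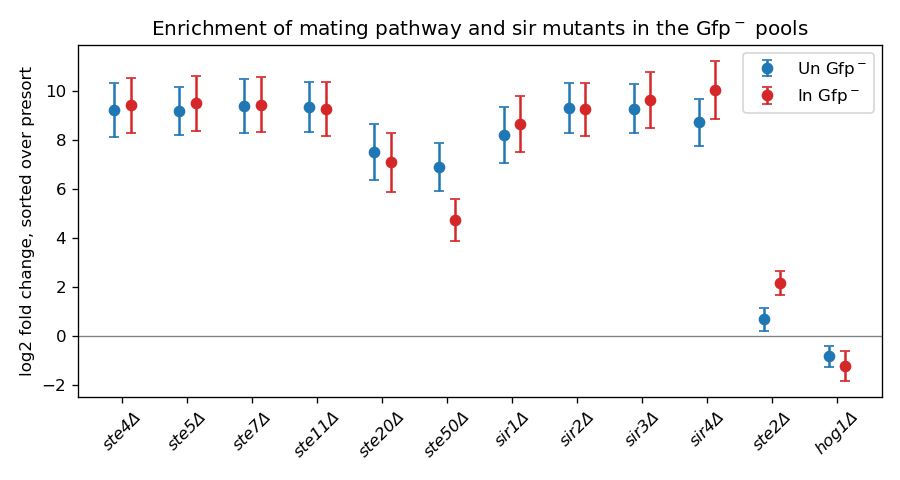
Log2 fold change of 12 deletion mutants (horizontal axis) in the sorted Gfp- pool over the presorted library (vertical axis), for uninduced cells (Un, blue) and α-factor-treated cells (In, red). Points are estimates of edgeR's quasi-likelihood fit over 3 sorted and 3 presort replicates and bars are 1 standard error; the mating pathway and *sir* mutants lie between 4.74 and 10.03, and *ste2*Δ and *hog1*Δ between −1.24 and 2.15.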

We also observed enrichment of the Silent Information Regulator (*sir*) mutants in the Gfp^–^ sorted pools. 

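All 4 *sir* mutants were enriched in both Gfp- pools and were higher in every sorted replicate than in every presort replicate. In Un Gfp-, *sir2*Δ (YDL042C) and *sir3*Δ (YLR442C) had log2 fold changes of 9.30 and 9.28, at ranks 7 and 9. The *sir4*Δ strain (YDR227W) had a log2 fold change of 8.72 (standard error 0.958, adjusted p = 0.000412 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In In Gfp-, *sir4*Δ ranked 2 with a log2 fold change of 10.03 (standard error 1.19), followed by *sir3*Δ at rank 13 with 9.61 and *sir2*Δ with 9.25. The difference of *sir4*Δ between the pools was 1.35 on the log2 scale and did not pass the test of the difference (adjusted p = 0.764 from edgeR's quasi-likelihood test of the interaction). The *sir1*Δ strain (YKR101W) had the smallest enrichment of the 4, with log2 fold changes of 8.20 in the uninduced pool and 8.64 in the induced pool; they differ from those of *sir2*Δ by less than the standard error of *sir1*Δ, which was 1.14 in each pool. The dubious reading frame YDL041W, which the paper's Table S2 marks as overlapping *SIR2*, had log2 fold changes of 9.10 and 9.47. As for the other mutants, the enrichments in the uninduced pool did not pass the threshold when replicate 1 or replicate 2 was left out; those in the induced pool did.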

*Sir* mutants are expected among this class of mutants, as they have defects in silencing at the silent mating loci *HMR* and *HML*. Due to the consequent coexpression of *HMR***a** and *HML*α information, these mutants behave as diploids—they are defective in mating, and do not express haploid-specific genes, including *FUS1* (Rine and Herskowitz 1987) (Figure 3, Table S1, and Table S2).

**Figure 3:**
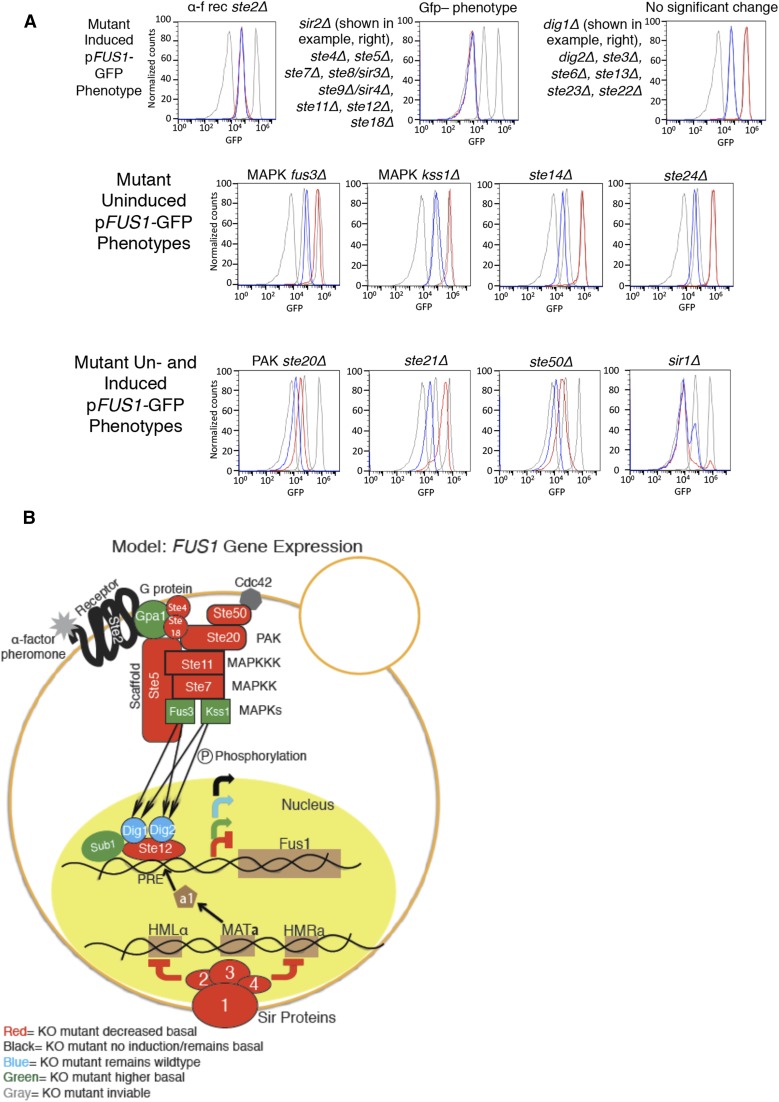
Known mutants in the mating pathway, and color-coded summary model. (A) *FUS1*-GFP of known mating pathway mutants. (B) Color-coded model of mutants in the pheromone response pathway based on mutant *FUS1*-GFP expression.

Another class of mutants observed in our screen, the “In Gfp^basal^” population, includes those that have normal basal levels of p*FUS1*-GFP expression, but fail to induce p*FUS1*-GFP expression to wild-type levels upon induction with α-factor. In this category, we observed *ste2* mutants, defective for the G-protein-coupled receptor that, upon binding α-factor, pheromone signals through the downstream MAPK cascade that ultimately leads to an increase in expression of mating genes, including *FUS1* (Figure 1). The *ste2* mutants were highly enriched in the “basal” p*FUS1*-GFP sorted population following α-factor treatment (“In Gfp^basal^” population, Figure 2B, Figure 2C, and Table S3), corresponding to a pheromone-unresponsive phenotype as previously reported (Chasse *et al.* 2006).

After sorting, the mutant populations were separately expanded and stored as glycerol stocks. To evaluate the accuracy of our sorting regimen, these populations were subjected to another round of growth, with or without pheromone treatment, and run on a flow cytometer for FACS analysis to investigate how reproducibly the cell sorting separated the different populations of mutants based on fluorescence, according to the scheme in Figure 2B. The FACS analysis profiles of the sorted subpopulations after another round of growth largely recapitulated the GFP fluorescence intensities by which they were defined (Figure S2). The Gfp^–^ populations that were sorted (Figure S2, top panel) had very clean peaks upon FACS analysis after another round of growth. The other sorted populations (“In Gfp^basal^” in top panel, “Un Gfp^+^” in bottom panel and “In Gfp^++^” in bottom panel, Figure S2 were also enriched for the fluorescence levels that they were sorted into; however, these were less pure/reproducible than the Gfp^–^ sorted populations, probably because the number of mutants with this phenotype is very small, and/or was shifted only modestly in fluorescence intensity from the wild type.

### Mutants with higher basal FUS1 expression

In this study, we sorted for an interesting population: the “Un Gfp^+^” population, *i.e.*, cells with higher basal *FUS1*-GFP levels than wild type under vegetative growth conditions. This is a category of mutants that has not been studied in depth, in part because the ranked lists of mutants did not show good coherence and, consistent with this, the fluorescence profile of the sorted populations after an additional round of growth showed lower purity than that observed for the sorted Gfp^–^ populations after regrowth. We also investigated whether there were any mutants (the “In Gfp^++^” mutants) that displayed hyper-induction of the *FUS1*-GFP reporter under α-factor treatment. We observed that many of the top hits in these two populations overlap, and are present in both of these populations (Table S4 and Table S5), and the fluorescence profiles of the populations when rerun support this observation (Figure S2, bottom panel), so we retested the top genes individually. From this retesting, we found that one of these, *SUB1*, has increased basal levels p*FUS1*-GFP expression. Intriguingly, *SUB1* was previously reported to be involved in a pathway parallel to the mating pathway (the osmotic stress response pathway) (Rosonina *et al.* 2009). In a subsequent section, we provide detailed support for the involvement of *SUB1* in the pheromone response pathway.

### “Known mutant survey” using the FUS1-GFP reporter assay

The rankings of the mutants provided by deep sequencing of the barcodes gives an initial picture of the phenotypes of the knockout mutants using the single cell precision of flow cytometry analysis that is not afforded by other “bulk” reporter assays. The majority of previous studies looking at *FUS1* expression were done by looking at the total *FUS1*-lacZ level of a strain (bulk assays) (Chasse *et al.* 2006; Parrish *et al.* 2002; Bardwell *et al.* 1998; Posas and Saito 1997). To avoid potential complications resulting from genetic “liabilities” of the knockout library used, we generated newly made mutants of the known genes in the mating pathway, and evaluated the p*FUS1*-GFP fluorescence profile of each strain individually by flow cytometry (Figure 3A, Table S6a, and Table S6b). This method differs from the *FUS1*-lacZ technique previously used, in that the flow cytometry data records the fluorescence data of each individual cell, and gives a readout that reflects this. FACS data are more sensitive, and indicate whether all cells in the population of a strain have uniform *FUS1*-GFP expression or not. These data allowed us to build an updated model of the mating pathway by color-coding the different mutants based on their *FUS1*-GFP phenotype (Figure 3B), with the genes in the MAPK pathway color-coded to reflect the different p*FUS1*-GFP expression phenotypes. We also expand the model to include the components of the *SIR* complex, a1, and the MAT**a** locus, indicating their importance in maintaining haploid specificity, and thus haploid-specific expression of *FUS1* in *MAT****a*** cells.

Significantly, the role that some of the known “*sterile*” mutants play in *FUS1* expression is not fully understood. For example, *ste14*Δ was previously identified as having lower basal *FUS1* expression levels (Xu *et al.* 1998), which we also observe here; however, the biological rationale and mechanism of this have not yet been deciphered. *STE14* is a *MAT***a** haploid-specific gene, and encodes the farnesyl cysteine-carboxyl methyltransferase that functions in **a**-factor processing; it must have some role in signaling in *MAT***a** cells as well. Ste14 adds a methyl group to the carboxyl of all farnesylated, and some geranylgeranylated, proteins (Michaelis and Barrowman 2012). There are about 90 of these farnesylated and geranylgeranylated proteins, including many small GTPases, like Ras and Rho, which are important signaling molecules, as well as the γ subunit of heterotrimeric G proteins (like Ste18 of the mating G protein). Perhaps one of these Ste14 substrates plays a role in modifying other proteins that affect basal MAPK signaling. In support of this possible explanation, we observed that *MAT*α cells express lower levels of the p*FUS1*-GFP reporter compared to *MAT***a** cells (data not shown), similar to the decrease in p*FUS1*-GFP expression seen in the *ste14*Δ deletion mutant.

Significantly, using our method of analyzing the mutants containing the *FUS1*-GFP reporter using flow cytometry to analyze these mutants, as opposed to the previously used *FUS1*-lacZ methods, allowed us to assess whether the *FUS1*-GFP reporter expression is uniform in a population. Interestingly, the p*FUS1*-GFP fluorescence profile of the *sir1*Δ mutant appears to consist of two subpopulations: a main population of Gfp^–^ under basal growth conditions, but also a subpopulation within the strain that clearly has basal GFP levels that increase to wild-type induced GFP levels upon α-factor induction. This is consistent with prior work that indicates that, in *sir1* mutants, epigenetic switching occurs between silenced and nonsilenced states (Pillus and Rine 1989), and was missed by the previously used “bulk” *FUS1*-lacZ assays.

### sub1**Δ** mutant has higher basal *FUS1*-GFP expression

After retesting the *sub1*Δ mutant from the *MAT***a** library for *FUS1* expression, we found that the strain from the library had reproducibly higher *FUS1*-GFP levels under basal conditions. When we generated newly made *sub1*Δ mutants (derived from wild-type diploids by sporulation), and tested them for *FUS1* expression, we found that these newly made *sub1*Δ deletion mutants indeed have higher basal levels of *FUS1*, but the induced levels in the *sub1*Δ mutant are indistinguishable from wild type. The *SUB1* gene encodes a transcriptional coactivator that was first identified in a screen designed to identify genes that, when overexpressed, are able to rescue the cold sensitivity of a TFIIB R78H mutant (Knaus *et al.* 1996). Experiments have since shown that *SUB1* plays a positive role in a wide range of stages in transcription, including initiation (Wu *et al.* 1999), promoter melting (Sikorski *et al.* 2011), elongation (Garcia *et al.* 2012), and 3′ end formation (He *et al.* 2003). Additionally, *SUB1* has a human homolog, PC4 (positive coactivator 4) (Henry *et al.* 1996), with similar properties. Other recent studies have reported that Sub1 functions in diverse contexts, such as establishing the quiescent state in yeast (Acker *et al.* 2014), protecting transcription initiation sites from mutations (Lada *et al.* 2015), and as a negative regulator of sporulation (Gupta *et al.* 2015).

Because of previous reports of *SUB1* and *HOG1* interactions (Rosonina *et al.* 2009) in the HOG (High Osmolarity Glycerol) pathway, we were interested to see how Hog1 and Sub1 together might influence *FUS1* expression. We generated newly made *hog1*Δ and *hog1*Δ *sub1*Δ mutants, and recapitulated the previous finding that the *hog1*Δ mutant also has a twofold increase of basal *FUS1* expression (Figure 4, plasmid rescue experiment in Figure S8, and Figure S9) (Hall *et al.* 1996) (similar to what we observed in a *sub1*Δ mutant). Additionally, we observed about a threefold increase in the basal expression of *FUS1* in the *hog1*Δ *sub1*Δ double mutant (Figure 4). Together, this suggests that *SUB1* and *HOG1* act via separate mechanisms to keep basal *FUS1* expression levels repressed in vegetative growth conditions. Intriguingly, although Sub1p clearly functions as a coactivator in *in vitro* experiments, it additionally functions in a pathway that limits expression of *FUS1*, as *sub1*Δ mutants have a mutant p*FUS1*-GFP phenotype similar to that of a *hog1*Δ mutant.

**Figure 4:**
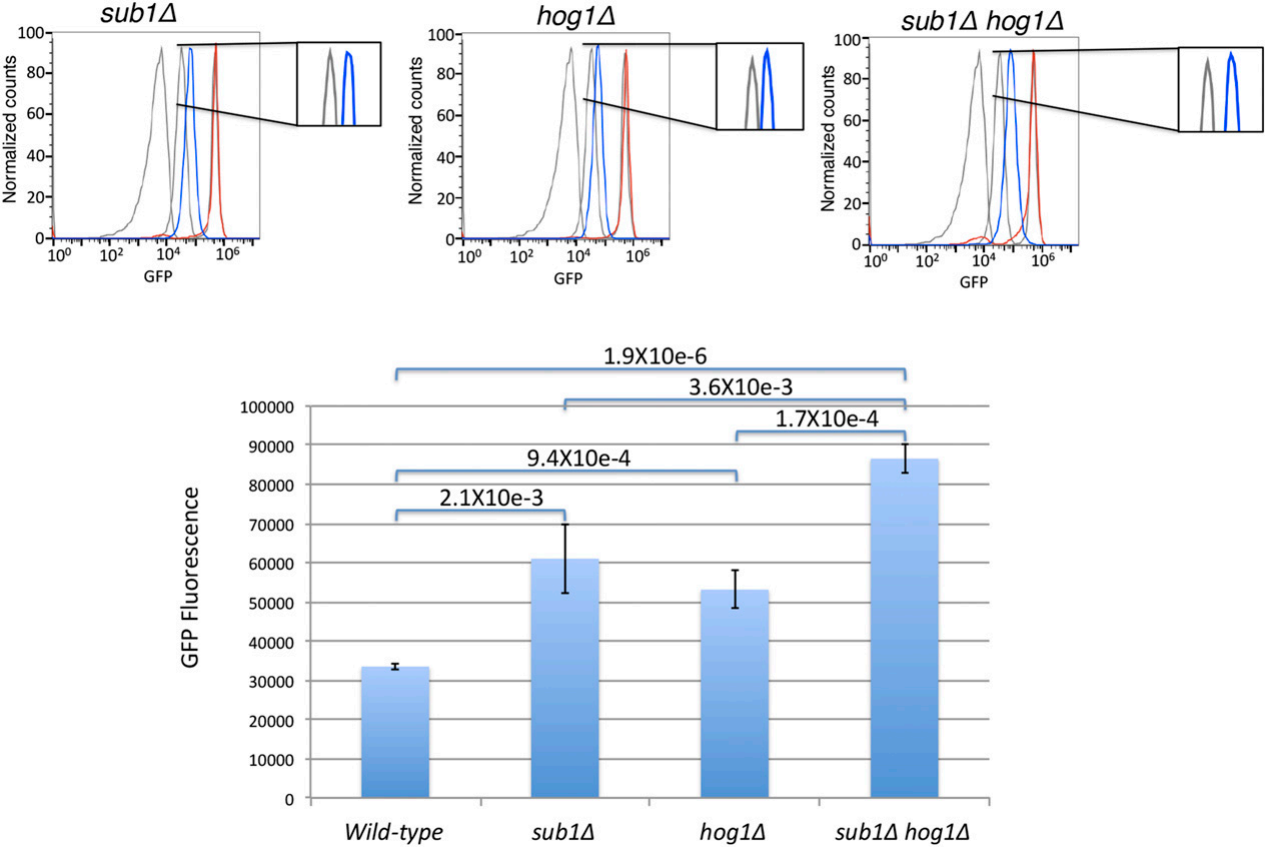
*sub1*Δ and *hog1*Δ mutants have higher p*FUS1*-GFP expression. *sub1*Δ and *hog1*Δ each have about a twofold higher basal *FUS1* expression than wild type; *sub1*Δ *hog1*Δ has about threefold higher basal level (wild type, three replicates; *sub1*Δ, five replicates; *hog1*Δ, 4 replicates; *sub1*Δ *hog1*Δ, three replicates).

### RNA-Seq of sub1**Δ** mutant

To further identify genes regulated by *SUB1* under relevant growth conditions, we performed RNA-Seq on a *sub1*Δ mutant under vegetative growth, +α-factor, and +sorbitol conditions. 

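RNA-Seq was deposited as 8 libraries, a single one for each strain and treatment: wild type and *sub1*Δ, each with 10 nM α-factor for 45 min, without α-factor, in 1 M sorbitol for 45 min, and in fresh medium without sorbitol. The authors mapped the reads of poly(A)-enriched RNA to SacCer2 with Bowtie2 and deposited a signal for each 100-bp bin of the genome. In every library each value was a whole multiple of the smallest one (100% of values) and all 8 libraries summed to the same total, so the values are reads scaled to a common total and the reads of each library could be recovered. They numbered 28754973 to 39497371 per library, with a median of 32338282. The bins are not separated by strand and the files name no genes. Gene positions were taken from the bars of Fig. 5B, read by eye and matched to the bins after the values in the files had been seen; the best match of the *FIG1*, *FUS1*, and *IMD2* panels had correlations of 0.990, 0.999, and 0.989 across bins, and the next best place in the genome 0.880, 0.896, and 0.920. Log2 ratios of bins were taken after adding a pseudocount of 1. They were taken over bins at or above the median of the non-zero bins in at least one of the libraries compared. Such ratios understate changes of low bins. Ratios of genes were taken on the mean values of their bins without a pseudocount. With a single library per strain and treatment, no difference has a replicate check and no p-value is given across bins; the 95% intervals of single genes (exact binomial, on the recovered reads) cover counting error only. As a check of the labels, a single run of bins had lost nearly all reads in every *sub1*Δ library. These 9 adjacent bins, listed at positions 348700 to 349500 of chromosome XIII, held 3493 to 4409 reads in the 4 wild-type libraries and 2 to 4 reads in the 4 *sub1*Δ libraries. The files do not name the gene at these bins.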

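In the libraries without α-factor, 64814 bins were at or above the floor. Of these, 1903 had a log2 ratio of *sub1*Δ to wild type of at least 1, and 1407 of at most −1. The largest rises were at bins 556100 and 556000 of chromosome VIII, with log2 ratios of 3.66 and 2.99, and at bins 317900, 317800, and 317700 of chromosome II, with 3.61, 3.38, and 2.91. The 5 largest falls, with log2 ratios of −8.42 or lower, all lay in the deleted run on chromosome XIII between positions 348700 and 349200. A second pair of untreated libraries, from cells moved to fresh medium, was used as a check and not as a replicate. There, 468 of 64791 bins rose and 2145 fell. Among the 59939 bins at or above the floor in both pairs, 169 rose and 1024 fell in both, and the log2 ratios of the pairs correlated across bins with an r of 0.72. Of the settings that were tried, dropping the floor moved the number of higher bins upward most among the log2 thresholds of 1, to 5522 bins higher and 3219 lower.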

There are several genes in the *sub1*Δ mutant that have either higher or lower gene expression in relation to the wild-type control under vegetative growth conditions (Figure 5A). 

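The transcribed region of *IMD2* shown in Fig. 5B covers bins 554400 to 556000 of chromosome VIII (SacCer2). Without α-factor it held 5411 reads in wild type and 19811 reads in *sub1*Δ. On the common scale the ratio was 4.61 (95% interval 4.47 to 4.75), a log2 ratio of 2.20. In the libraries without sorbitol the log2 ratio was 2.15, with α-factor it was 2.48, and in 1 M sorbitol 2.80. The other *IMD* genes were not analysed here, since the files name no genes.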

Interestingly, and consistent with previous reports (Koyama *et al.* 2008), *IMD2* and related *IMD* genes are enriched among the genes that are, like FUS1 paradoxically (given Sub1’s demonstrated positive effects on *in vitro* transcription) more highly expressed in the *sub1*Δ mutant relative to the wild-type control (Table 1). Also consistent with previous reports (Koyama *et al.* 2008), our ChIP-Seq data supports that Sub1 binds the promoter of *IMD2* (data not shown). 

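In the ChIP-Seq data, reads of DNA bound by HA-tagged Sub1 were counted in 100-bp bins, and each library was scaled to its median bin. The strongest bin upstream of *IMD2* was listed at position 554200 of chromosome VIII (SacCer2). It held 15845 reads in the tagged strain without α-factor and 217 reads in the untagged strain. On the scaled values the tagged signal was 83.7 times the untagged signal. The bin changed by a factor of 1.56 with α-factor (95% interval 1.53 to 1.58) and of 0.0681 in 1 M sorbitol (95% interval 0.0646 to 0.0717). A single library was made per condition, and the intervals (exact binomial) cover counting error only.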

Significantly, similar to what we observed for *SUB1*, *FIG1* (a pheromone inducible gene that encodes for an integral protein necessary for efficient mating) is another gene that is also highly expressed in the *sub1*Δ mutant relative to the wild type in the absence of pheromone (Figure 5B). 

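*FIG1* is covered by bins 317000 to 317800 of chromosome II in SacCer2, as placed from Fig. 5B. In the absence of α-factor these bins held 248 reads in wild type and 1408 reads in *sub1*Δ, a log2 ratio of 2.84 (95% interval 2.64 to 3.04). The library pair without sorbitol gave a log2 ratio of 2.14. Adding 10 to each bin lowered the first value, which was taken without a pseudocount, to 2.40. The *sub1*Δ to wild type ratio of its neighbours in the same panel was 0.927 for *ATP3* (95% interval 0.890 to 0.966) and 0.875 for *FAT1* (95% interval 0.838 to 0.913), departures from 1 larger than their counting error. With α-factor, the log2 ratio of *FIG1* to its control was 8.39 in wild type and 5.42 in *sub1*Δ, and its levels in the treated libraries had a ratio of 0.909 (95% interval 0.899 to 0.919).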

Consistent with the small increase in basal expression of *FUS1*-GFP phenotype we observed, we saw a modest 1.2-fold increase in RNA levels of *FUS1* in the *sub1*Δ mutant as assessed by read counts. 

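*FUS1* is covered by bins 71800 to 73300 of chromosome III. Without α-factor it held 3238 reads in wild type and 3198 reads in *sub1*Δ, whose library was shallower, which gives a ratio of 1.24 on the common scale (95% interval 1.18 to 1.31). The interval covers counting error only. *RNQ1* in the same panel had a ratio of 0.970 (95% interval 0.924 to 1.02), while the neighbours of *FIG1* departed from 1 by more than their counting error without replicates to measure the spread between cultures. The increase of *FUS1* was seen again in the pair without sorbitol.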

Even though there are a small number of genes that show higher expression, the majority of dysregulated genes are skewed toward underexpression in the *sub1*Δ mutant, consistent with an overall function as an activator of transcription (Figure 5A). 

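The direction of the differences depended on the pair of libraries and on the threshold. Among bins changed by at least 1 on the log2 scale, 57.5% were higher in *sub1*Δ in the libraries without α-factor, and 17.9% in the libraries without sorbitol. Of the bins that changed by as much and in the same direction in both pairs, most were lower in *sub1*Δ. In the first pair, a threshold of 2 on the log2 scale left 39 higher and 110 lower bins, and counting runs of at least 5 adjacent changed bins gave 68 higher and 76 lower runs. In the pair without sorbitol the runs numbered 8 higher and 122 lower. The threshold of 2 and the runs were chosen after the data had been seen. A binomial test on the recovered reads compares these libraries and not the strains; it called 15388 bins higher and 12167 lower in the first pair, and 15518 higher and 9031 lower in the second. Bins are not genes, and a long gene contributes many bins.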

The genes with significantly lower RNA expression in the *sub1*Δ mutant are highly enriched for four GO-Slim Process terms: response to osmotic stress, response to heat stress, carbohydrate transport, and generation of precursor metabolites and energy genes (Table 2).

**Figure 5:**
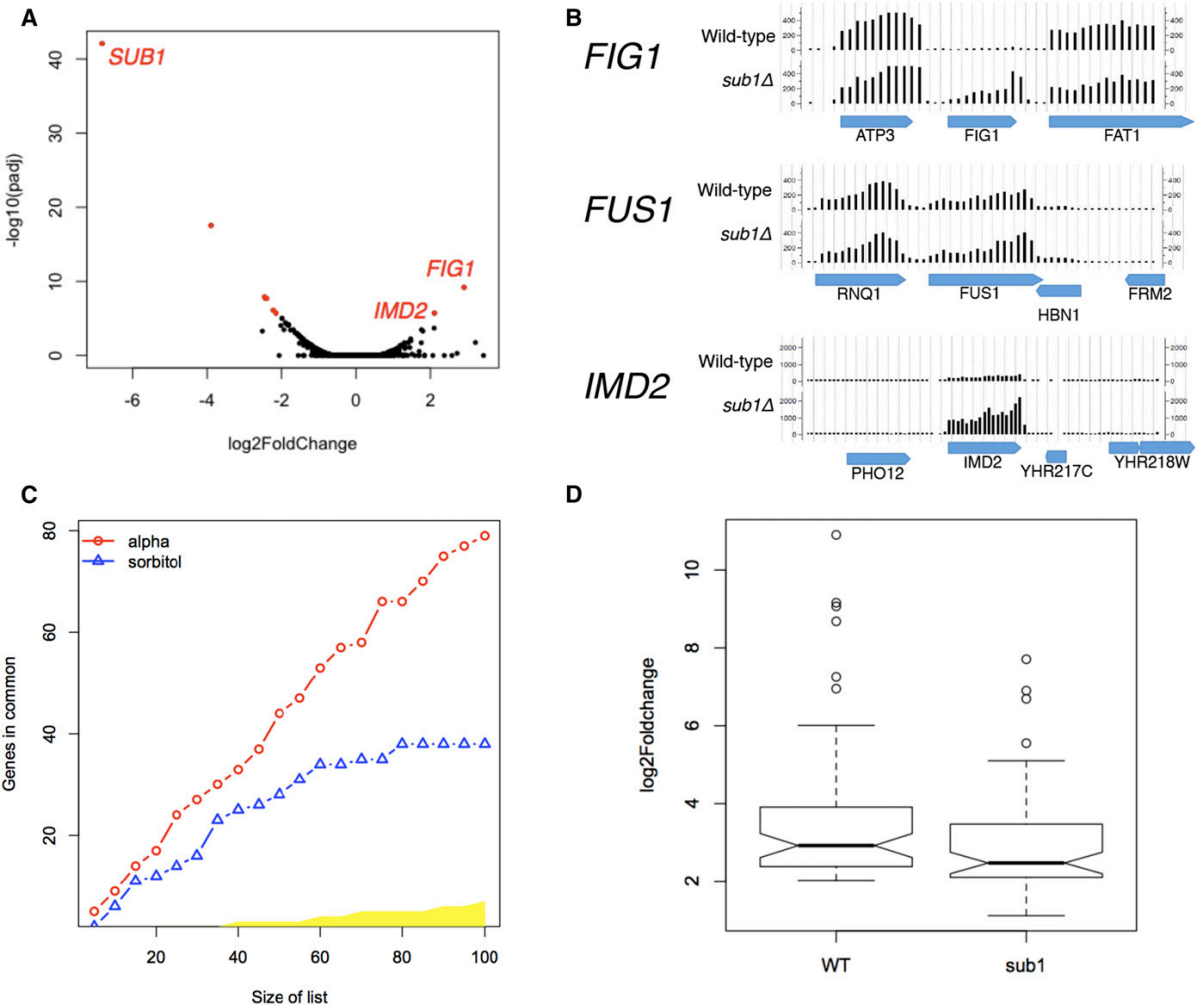
RNA-Seq of *sub1*Δ mutant. (A) Volcano plot: RNA-Seq in vegetative growth conditions of *sub1*Δ and wild type shows that most genes have unchanged expression; most genes with changed expression relative to wild type are left-shifted, consistent with an overall positive role of *SUB1* on transcription. (B) *FIG1* and *IMD2* have significantly higher basal levels in *sub1*Δ, *FUS1* has 1.2-fold higher basal levels in the *sub1*Δ mutant that, while not statistically significant, nevertheless agrees with the modest increase in GFP expression observed. (C) Concordance at the top (CAT) plot, showing that the RNA expression profile of a *sub1*Δ mutant in α-factor-induced conditions is indistinguishable from wild type, while the RNA expression profile of these two strains is significantly different in high sorbitol conditions (yellow area represents the 99.9% critical region for the null hypothesis of no correspondence). (D) Alpha-factor-inducible genes induce to a lower extent in a *sub1*Δ mutant compared to wild type, log2fold ≥ 2; padj < 0.01, about 90 genes.

**Table 1:** Genes with higher basal expression in a *sub1***Δ** mutant

Systematic Name	Common Name	Log2 Fold Change	padj	Description
YBR040W	*FIG1*	2.90	6.43E-10	Integral membrane protein required for efficient mating
YHR216W	*IMD2*	2.11	1.95E-06	Inosine monophosphate dehydrogenase; catalyzes the rate-limiting step in GTP biosynthesis
YGL263W	*COS12*	2.10	0.000206	Protein of unknown function; member of the *DUP380* subfamily of conserved, often subtelomerically encoded proteins
YAR075W	*YAR075W*	1.80	0.000510	Nonfunctional protein with homology IMP dehydrogenase; *YAR073W/IMD1* and *YAR075W* comprise a continuous reading frame in most strains of *S. cerevisiae*
YAR073W	*IMD1*	1.759	0.000330	Nonfunctional protein with homology to IMP dehydrogenase; blocked reading frame, located close to the telomere; not expressed at detectable levels; *YAR073W/YAR075W* together have a paralog, *IMD2*, that arose from a segmental duplication
YER138W-A	*YER138W-A*	1.469	0.00576	Putative protein of unknown function; *YER138W-A* has a paralog, *YBL107W-A*, that arose from a single-locus duplication

This table shows the results from an RNA-Seq experiment. These are the genes that are more highly expressed in a *sub1*Δ mutant relative to wild type.

**Table 2:** GO analysis of genes with lower basal expression in a *sub1***Δ** mutant

GO-Slim Term	Cluster Frequency	Genome Frequency	Genes Annotated to the Term	padj Value
Response to osmotic stress	8 out of 44 genes, 18.2%	91 of 6338 genes, 1.4%	ALD6, CIN5, HSP12, MRK1, MSN4, SUB1, USV1, XBP1	1.61E-05
Generation of precursor metabolites and energy	7 out of 44 genes, 15.9%	159 of 6338 genes, 2.5%	*GAC1, GLC3, GPH1, HAP4, HXK1, ISF1, RGI2*	0.00317
Carbohydrate transport	6 out of 44 genes, 13.6%	33 of 6338 genes, 0.5%	*HXK1, HXT2, HXT4, HXT6, HXT7, MTH1*	1.61E-05
Response to heat	6 out of 44 genes, 13.6%	69 of 6338 genes, 1.1%	*DDR2, GAC1, HSP12, MRK1, MSN4, XBP1*	0.000448

This table shows that the genes with lower basal transcription in a *sub1*Δ mutant compared to a wild-type strain are enriched for four GO-Processes (data from an RNA-Seq experiment).

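The wild-type and *sub1*Δ libraries differed at a small part of the bins in vegetative growth. A log2 ratio of at least 1 in either direction was found for 5.11% of the bins at or above the floor without α-factor and for 4.03% without sorbitol. The median log2 ratio over all these bins was 0.01 in the first pair and 0.09 in the second.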

While the RNA expression profile in wild type and the *sub1*Δ mutant are very similar under vegetative growth conditions, we were interested to see whether Sub1 is necessary for the induction of pheromone inducible genes, and HOG inducible genes, under α-factor and sorbitol conditions, respectively. Upon further analysis of the RNA-Seq data, we observed that the transcriptional response of *sub1*Δ to α-factor resembles that of wild type, while the induction of genes in response to high osmolarity in the *sub1*Δ mutant is clearly distinct from that of wild type [see “Concordance At the Top” (CAT) plot, Figure 5C], consistent with Sub1 being required for induction of a specific set of genes under high sorbitol conditions. 

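The response of each strain was the log2 ratio of a treated library to that strain's own control. For α-factor, the 100 bins with the strongest increase in wild type and the 100 in *sub1*Δ had 72 bins in common, where 0.145 would be shared by chance among the 69049 bins. For sorbitol they had 66 in common among 69329 bins. With a pseudocount of 10 the order was the reverse, with 55 in common for α-factor and 65 for sorbitol, and without the floor the numbers were 69 and 51. Longer lists set the treatments apart more. The 500 strongest bins shared 447 for α-factor and 258 for sorbitol, and the 1000 strongest shared 847 and 462; these list lengths were added after the data had been seen. Across bins, which are not independent, the responses of the strains correlated with an r of 0.83 for α-factor and 0.61 for sorbitol. A log2 ratio of at least 2 with α-factor was found at 1090 bins in wild type and 942 in *sub1*Δ, of which 844 were the same. With sorbitol, 264 bins in wild type and 809 in *sub1*Δ reached that level, of which 229 were the same. The strongest wild-type increase with α-factor was at bin 317900 of chromosome II, with a log2 ratio of 9.19, and the strongest decrease at bin 66200 of chromosome XIV, with −5.75. With sorbitol, the strongest increase was at bin 580400 of chromosome VII, with 3.49, and the strongest decrease at bin 317300 of chromosome II, with −3.54. Each response rests on a single treated and a single control library per strain. From the difference between the treatments in its concordance plot, the paper proposes that Sub1 is required for the induction of a specific set of genes under high sorbitol. Here 229 of the 264 bins that reached a log2 ratio of 2 in wild type also reached it in *sub1*Δ. The difference at this threshold lay mostly in bins that reached it in *sub1*Δ only. Bins are not genes, so a set of genes that needs Sub1 is not excluded.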

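The 1090 bins with a log2 ratio of at least 2 in wild type, α-factor over no α-factor, were taken as the pheromone-inducible set. Their median log2 response was 3.34 in wild type and 3.05 in *sub1*Δ. The median of the differences bin by bin was −0.63 (95% interval of the median over bins −0.66 to −0.58), and 87.6% of the bins responded less in *sub1*Δ. The median lay below those of all 10000 random lists of as many bins matched on mean level, which ranged from −0.02 to 0.09. This describes these libraries and is no test of the strains. Adjacent bins of a gene are not independent. The interval and the random lists treat bins singly, so both ranges can be too narrow. Over all bins the median difference was 0.07, and with each library rescaled to the same median bin it was −0.08. Choosing the bins by their wild-type response favours a lower response in the other strain, so the bins were also chosen in other ways. Selected in *sub1*Δ, the 942 bins had a median difference of −0.48, and selected on the mean of both strains, −0.55. Of the alternatives tried, the value nearest 0, −0.43, was found with the libraries without sorbitol as controls. The levels themselves were also compared. In the libraries with α-factor the median level of the 1090 bins in *sub1*Δ minus wild type was −0.08, against 0.10 over all bins. Without α-factor the difference was 0.57, against 0.02 over all bins.

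**Figure D2:**
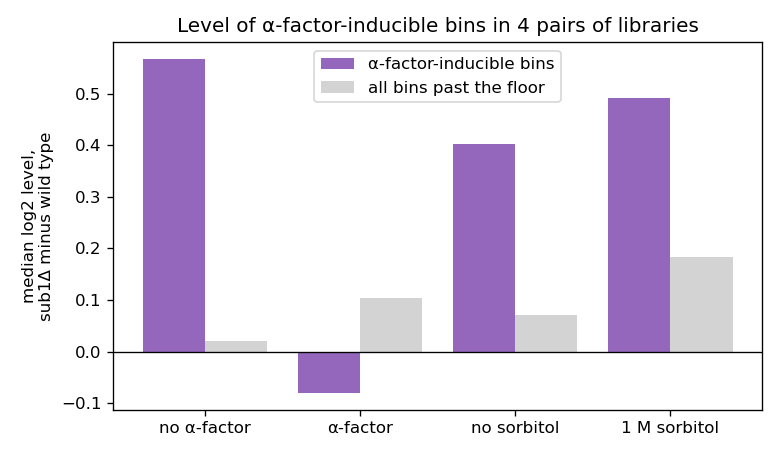
Median difference of log2 level between *sub1*Δ and wild type (vertical axis) in 4 pairs of libraries (horizontal axis), for the 1090 α-factor-inducible bins (purple) and for all bins at or above the floor (gray). Each pair is a single library per strain, without replicate error; the inducible bins are at 0.57 without α-factor, −0.08 with α-factor, 0.40 without sorbitol, and 0.49 in 1 M sorbitol.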

Significantly, on further computational analysis, we observe that, even though the pheromone-inducible genes are induced in a *sub1*Δ mutant, as a group they induce to substantially lower level than wild type (Figure 5D).

### ChIP-Seq of Sub1-3HA

We tagged native Sub1 with a C-terminal 3HA tag, and performed a ChIP-Seq experiment to determine where in the genome Sub1 binds, similar to previous reports: Tavenet *et al.* 2009 performed a ChIP-chip experiment on 3HA-tagged Sub1 and observed Sub1 binding at 991 loci. 

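The ChIP-Seq experiment comprised 5 libraries, each of a single culture. The strain with 3HA-tagged Sub1 was treated with 10 nM α-factor for 30 min (48775730 reads) or left without α-factor (31032503 reads), and was placed in 1 M sorbitol for 5 min (29839358 reads) or kept without sorbitol (36317689 reads). The untagged control had 24964958 reads. The library labelled 1 M sorbitol and the library labelled no sorbitol are named here by their titles and descriptions; their treatment fields state the reverse. The authors mapped the reads to SacCer2 with Bowtie2 and deposited a signal per 100-bp bin. Its values were whole multiples of the smallest value and summed to the same total in all 5 libraries. Scaling to a common total lowers the background of a library in which much of the DNA is bound, so each library was divided by its median bin before comparison. A bin was called bound at 2 or more times the untagged signal, and adjacent bound bins were merged into regions. Peaks were not called, and regions were not assigned to genes. With a single library per condition there is no replicate check, and no p-value is given.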

From the ChIP-chip data, this latter group found that Sub1 was enriched for binding at Pol III-transcribed genes, and *in vitro* reconstitution assays showed that Sub1 stimulated transcriptional initiation and reinitiation. In additional *in vitro* assays, they observed that *in vitro* Pol III-transcribed RNA transcripts are greatly reduced when using the cell extracts from *sub1*Δ cells compared to when the cell extracts from wild-type controls were used.

Here, we investigated where in the genome Sub1 binds under vegetative growth, α-factor, and high sorbitol conditions, and the ChIP-Seq data supports chromatin binding activity of Sub1 in all three conditions. 

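Sub1 binding over the untagged control was found in all conditions. With α-factor 14877 bins in 4868 regions were bound, and without α-factor 13822 bins in 4248 regions. In the library labelled no sorbitol 15726 bins in 4635 regions were bound, and in the library labelled 1 M sorbitol 1744 bins in 610 regions. The untreated libraries shared most of their bound bins: 92.5% of those bound without α-factor were also bound in the library labelled no sorbitol, and 11.0% in the library labelled 1 M sorbitol.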

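Without α-factor, the regions bound at 2 or more times the untagged signal covered 11.4% of the bins. The number of regions depended on the threshold and on the scaling. At 1.5 times the untagged signal there were 6307 regions, and at 3 times 1656. On the scale as deposited, without dividing by the median bin, there were 1905 regions at 2 times the untagged signal. Regions were not assigned to promoters, so their number is not a number of genes.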

We observed that Sub1 bound at an even higher number of genes than previously reported (we observed Sub1 binding at promoter regions of ∼3000 genes, about half of the genes in the genome) under vegetative growth conditions, supporting previous findings that Sub1 plays a general role in transcription. Our ChIP-Seq data also shows that, when induced by α-factor, Sub1 maintains binding at loci throughout the genome (Figure S3), and substantially increases binding to the promoters of a subset of ∼76 genes including *FUS1* (Figure 6A and Table 3). 

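Of the bins bound without α-factor, 12000 were also bound with α-factor, or 86.8%. The log2 signals of the 2 libraries correlated across bins with an r of 0.90. In the 4915 regions bound in either library, the median log2 ratio of α-factor to no α-factor was 0.11. The signal rose by at least 1 on the log2 scale in 93 regions and fell by as much in 9. At 1.5 times, 182 regions rose and 39 fell; on the scale as deposited 90 rose and 10 fell. From these binding data and the GO terms of the genes with higher binding, the paper reasons that *SUB1* is involved in the pheromone response.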

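The strongest bin upstream of *FUS1* was listed at position 71700 of chromosome III and rose 9.79-fold with α-factor (95% interval 9.28 to 10.3, exact binomial, counting error only). Over the untagged signal it stood at 3.07 without α-factor and 30.0 with α-factor. The untagged library itself was raised at this bin, to 3.03 times its median bin. The strongest bin upstream of *FIG1*, listed at position 316900 of chromosome II, rose 25.7-fold (95% interval 22.1 to 30.0), from 1.60 to 41 times the untagged signal, and the untagged library there was at 0.706 times its median bin. It held 177 reads without α-factor and 6540 with α-factor.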

Upon α-factor treatment, Sub1 significantly increases binding to the promoters of *FUS1* and *FIG1* (Figure 6B and Figure 6C). Significantly, and consistent with the involvement of *SUB1* in the mating pathway, we found that the genes with higher Sub1 binding levels under α-factor conditions are GO-enriched for conjugation, organelle fusion, nuclear organization, cell morphogenesis, and transposition genes (Kurihara *et al.* 1996; Erdman *et al.* 1998). Together, these data support the involvement of *SUB1* in the pheromone response.

**Figure 6:**
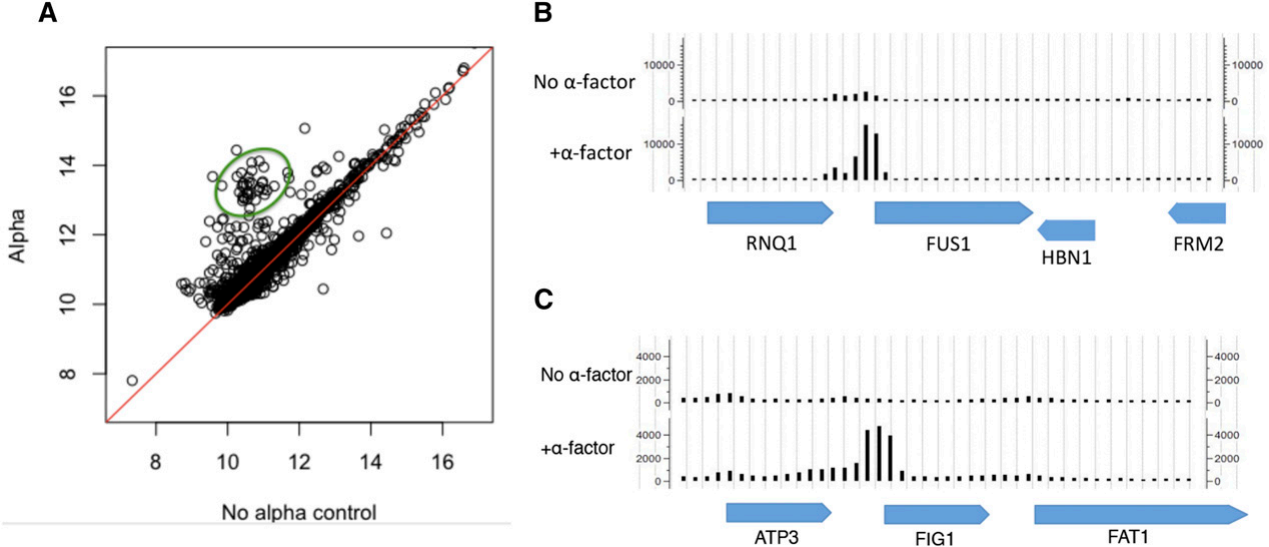
ChIP-Seq of Sub1 in α-factor induced conditions. (A) Sub1 exhibits increased binding at the promoters of ∼76 pheromone induced genes (circled in green). This plot was generated by first selecting peaks that increased with p-value < 0.05. Then the genes near these peaks were identified. (B) Sub1 increases binding at the promoter of *FUS1* upon α-factor induction. (C) Sub1 increases binding at the promoter of *FIG1* upon α-factor induction.

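The largest increase with α-factor among the bound regions was at positions 736000 to 737100 of chromosome XIII, with a log2 ratio of 3.22. It was followed by 267200 to 267600 of chromosome III with 3.19, and by 316000 to 317100 of chromosome II, which contains the promoter of *FIG1*, with 2.70. Positions 702800 to 704000 of chromosome XIV and 1023200 to 1023500 of chromosome IV rose by 2.50 and 2.37. The region of the *FUS1* promoter, 71300 to 71900 of chromosome III, ranked 6 with 2.35. The largest decrease was at 298700 to 299100 of chromosome V, with −2.02. The next was at 235600 to 237500 of chromosome II.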

**Table 3:** ChIP-Seq of Sub1-3HA under α-factor induction

GO-Slim Term	Cluster Frequency	Genome Frequency	Genes Annotated to the Term	padj Value
Conjugation	13 out of 76 genes, 17.1%	125 of 6338 genes, 2%	*AFR1, ASG7, CIK1, FIG1, FIG2, FUS2, KAR3, KAR4, KAR5, PRM1, PRM2, PRM3, RVS161*	3.13E-07
Transposition	8 out of 76 genes, 10.5%	110 of 6338 genes, 1.7%	*YDR098C-A, YDR098C-B, YGR109W-A, YGR109W-B, YHL009W-A, YHL009W-B, YIL082W, YIL082W-A*	0.00151
Organelle fusion	8 out of 76 genes, 10.5%	88 of 6338 genes, 1.4%	*CIK1, FUS2, KAR3, KAR4, KAR5, PRM2, PRM3, VTI1*	0.000557
Nucleus organization	7 out of 76 genes, 9.2%	64 of 6338 genes, 1.0%	*CIK1, FUS2, KAR3, KAR4, KAR5, PRM2, PRM3*	0.000557
Cell morphogenesis	4 out of 76 genes, 5.3%	29 of 6338 genes, 0.5%	*AFR1, FIG1, FIG2, FUS2*	0.0138

Genes enriched for Sub1 binding under +α-factor (from SGD GO-Slim: Process).

Even more strikingly, from the ChIP-Seq data, we also observe that Sub1 remained bound at only a subset of genes upon treatment with sorbitol (Figure S3). This observation is consistent with a previous study (Proft and Struhl 2004), where hyperosmotic stress was reported to cause a rapid dissociation of three transcriptional regulator proteins: Gal4, Rap1, and Sko1 (while histones and elongating Pol II remained bound to chromatin under hyperosmotic conditions). 

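Of the 4635 regions bound in the library labelled no sorbitol, 329 still reached 2 times the untagged signal in the library labelled 1 M sorbitol, or 7.10% (Wilson 95% interval 6.39 to 7.87). The median log2 ratio of sorbitol to control over these regions was −1.04. The share was 13.4% on the scale as deposited, the alternative that moved it most. Which of the libraries was treated was taken from the titles and descriptions. By these, the untreated libraries are the ones that shared most of their bound bins.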

The authors of this paper speculate that the sudden shift to high osmolarity causes a rapid increase of ionic strength in the nucleus, which then leads most chromatin-associated proteins to dissociate from the DNA.

## Discussion

The screening method developed here identified many of the known yeast mating pathway genes and additionally discovered a novel function of *SUB1*, a gene that affects basal transcription of *FUS1*. As such, our screening method of large-scale transformation of the YKO library pool, followed by FACS sorting and Bar-Seq, may be useful in future studies to better understand other less well-characterized dynamic systems.

As with other screens, the design of this pooled screen does have some limitations that lead to false positives Supplemental Text, Figure S6, and Figure S7. One limitation of this particular screen is that the YKO collection used is haploid, and thus we expect that mutants conferring slow growth and lethal phenotypes will be underrepresented and absent from this screen, respectively. For example, the *ste16*Δ and *gpa1*Δ mutations in haploids confer slow growth and lethal phenotypes, respectively, (Wilson and Herskowitz 1987; Miyajima *et al.* 1987) and, as expected, these mutants were not identified in this screen. Thus, in future screens using the YKO library, it will continue to be important to consider the limitations as well as possible sources of false positives and false negatives that may arise from the design of the screen.

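The strain listed under the systematic name of *GPA1* (YHR005C) was present before sorting. It had 774, 183, and 249 reads in the Un presort replicates and 1347, 778, and 83 reads in the In presort replicates. In the sorted pools it had 13502, 2489, and 378 reads in Un Gfp- and 27215, 2240, and 425 reads in In Gfp-. These counts correspond to log2 fold changes of 9.19 (standard error 0.999, adjusted p = 0.000402) and 9.42 (standard error 1.10, adjusted p = 1.18e-05), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and to ranks 20 and 29. With each replicate left out in turn, the uninduced log2 fold change stayed between 8.90 and 9.77; it did not pass the threshold without replicate 1 or without replicate 2, while the induced one passed in every such fit. The paper gives *gpa1*Δ as lethal in haploids, and the identity and ploidy of the strain listed under *GPA1* were not examined here. Its enrichment therefore does not show the phenotype of a haploid *gpa1*Δ. The gene table gives *STE16* as a synonym of *RAM1* (YDL090C). That strain had 2, 0, and 1 reads in the Un presort replicates and 9, 4, and 0 in the In presort replicates, under the minimum for testing, and no reads in the Gfp- pools.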

The “known mating pathway mutant” portion of this study highlights that there are many genes with positive, negative, or insulating functions in the MAPK mating pathway, that have mutant p*FUS1*-GFP reporter expression when knocked out, and our sensitive assay of measuring the *FUS1*-GFP fluorescence by flow cytometry allows us to detect subtle changes at the single cell level. Mutants in the mating pathway that have redundant functions (*dig1*Δ and *dig2*Δ), function in pheromone processing, or export (ste6Δ, *ste22*Δ, and *ste23*Δ), or function in *MAT*α cells (*ste3*Δ and *ste13*Δ) have p*FUS1*-GFP expression that is indistinguishable from wild type. The *ste2*Δ mutant has wild-type basal levels of p*FUS1*-GFP but fails to induce expression upon induction with α-factor, consistent with basal activity of the *FUS1* promoter dependent on the MAPK pathway. Mutants with Gfp^–^ expression include those integral to the MAPK pathway itself (*ste4*Δ, *ste5*Δ, *ste7*Δ, *ste11*Δ, *ste12*Δ, and ste18Δ), and the *sir* mutants (*sir2*Δ, *sir3*Δ, and *sir4*Δ). As discussed above, the *sir1*Δ mutant has two subpopulations, a main Gfp^–^ subpopulation, and a small population with a wild-type level of basal GFP that induces to wild-type levels upon induction with α-factor. The MAPK mutants *fus3*Δ and *kss1*Δ have higher basal p*FUS1*-GFP expression, consistent with previous reports (Bardwell *et al.* 1998; Hall *et al.* 1996). The *ste14*Δ (discussed in the *Results* section), and *ste24*Δ mutants also have lower basal *FUS1*-GFP expression compared to wild type. Ste24 cleaves the AAX off some (but not all) farnesylated CAAX proteins (Michaelis and Barrowman 2012). This cleavage must occur for Ste14 to add the methyl group, so it is not surprising that the basal *FUS1* expression is lower for both mutants. It will be interesting to determine whether this effect is due to the lack of methyl modification of one particular protein (perhaps Ste18m, the γ subunit of the G protein involved in mating); it may be that the lack of methyl modification may affect its activity negatively. The PAK *ste20*Δ mutant, and adaptor protein *ste50*Δ mutant, also have very low basal and induced *FUS1*-GFP expression compared to wild type, as expected (Chasse *et al.* 2006). The *ste21*Δ karyopherin mutant has both lower basal and induced *FUS1*-GFP levels (Blondel *et al.* 1999). Significantly, the “known mutant survey” of this study highlights that there are many genes that affect the expression of *FUS1*, many of them are subtle and some genes, including *SUB1*, have not been previously identified.

We identified *sub1*Δ, which exhibits increased levels of the p*FUS1*-GFP reporter. The apparent repressive effect of *SUB1* on basal expression of *FUS1* is paradoxical, given the numerous studies suggesting that it acts as a transcriptional activator *in vitro*, and our own work showing that the majority of affected genes in the *sub1* mutant go down in expression rather than up. How can this paradox be rationalized? Interestingly, consistent with our observation that *sub1*Δ has increased basal levels of *FUS1* compared to wild type, one previous study suggested a repressive function for *SUB1* (Koyama *et al.* 2008), in which *SUB1* was reported to function in the repression of *IMD2*. In a wild-type cell under vegetative growth conditions, *IMD2* transcripts are made from the upstream transcription start site, and short transcripts from transcriptional termination result in repression of *IMD2*. In a *sub1*Δ mutant under vegetative growth conditions, the authors observe an increase in full-length *IMD2* transcripts (which we confirmed), and a decrease in the short *IMD2* transcripts, their data suggesting that *SUB1* may play a role in transcription start site selection. In further studies, it will be interesting to see if Sub1 is involved in producing short transcripts of *FUS1*, similar to the mechanism of short transcripts in *IMD2*. However, there was no clear-cut evidence for this from the RNA-Seq data, perhaps because we evaluated only a polyA-enriched RNA fraction, and thus we sought other potential explanations for the paradoxical effect on *FUS1* expression.

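The ratio of *sub1*Δ to wild type was taken separately over the first and the second part of the 16 bins of *FUS1*. Without α-factor the log2 ratio was 0.05 over the first part and 0.46 over the second part. In the libraries without sorbitol it was 0.58 and 0.76. In the same libraries without α-factor, *IMD2* had log2 ratios of 1.98 and 2.33 over the first and last parts of its bins. The bins are not separated by strand, so sense and antisense reads are not distinguished.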

In yeast, there are five MAPK pathways that function in distinct processes, several components of which are shared between the parallel pathways (Levin and Errede 1995). The expression of two other genes in MAPK pathways parallel to the pheromone response pathway (*MSN4* and *TEC1*) is lower in the *sub1*Δ mutant, as is the case for most *SUB1* targets. *MSN4* encodes a transcription factor that regulates genes in response to osmotic shock stress, while *TEC1* encodes a transcription factor in the filamentation pathway that controls cell shape and biofilm formation. The transcription factor from the pheromone response pathway, Ste12, forms a complex with Tec1, and this complex regulates a number of filamentation genes. We therefore hypothesize that, since these MAPK pathways share a number of MAPK components, it is possible that, once expression of a component of one pathway is reduced, the shared MAPK components (*e.g.*, Ste12 protein) will now be freed up to contribute to a greater degree in the pheromone response pathway, thus increasing the basal expression of genes in the pathway, including *FUS1*.

Here, in the first ChIP-Seq of Sub1, we show that Sub1 exhibits global binding to genes in the genome, and thus likely plays a supporting role in transcription of most of these genes, and to fine-tune their expression. The ChIP-Seq data here tripled the number of genes Sub1 binds to (compared to a previous ChIP-chip study). Additionally, in this study we perform the first RNA-Seq of a *sub1*Δ mutant, and we show that *SUB1* clearly affects the expression of a small number of genes that are involved in various stress responses, furthering knowledge of the genes regulated by Sub1. The RNA-Seq data are consistent with previous studies, where *SUB1* was reported to play a distinct role in various stress conditions, including high osmolarity, DNA damage, and reentering the cell proliferation state. Here we show that *SUB1* is involved in the dynamic system of pheromone response, and contributes to the expression of genes in the pheromone response pathway.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes
**Source:** G3 (Bethesda). 2016 Feb 1;6(4):881–92. doi: 10.1534/g3.115.026757
**Supplement:** Supporting Information

Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes — Supporting Information 

# Barcode Sequencing Screen Identifies *SUB1* as a Regulator of Yeast Pheromone Inducible Genes

## Supporting Information for Sliva *et al.*, 2016

**Files in this Data Supplement:**

- Figure S1 - The wild-type strain transformed with the reporter construct (yAS38 control strain) forms shmoos and has higher GFP fluorescence under α-factor treatment. (.pdf, 432 KB)
- File S1 - Evaluation of individual mutants: A source of false positives. (.pdf, 343 KB)
- File S2 - Supplemental methods. (.pdf, 337 KB)
- Table S1 - Top genes enriched in "Un Gfp-" population. (.pdf, 360 KB)
- Table S2 - Top genes enriched in the "In Gfp-" population. (.pdf, 357 KB)
- Table S3 - Top genes enriched in "In Gfpbasal" population. (.pdf, 352 KB)
- Table S4 - Top genes enriched in "Un Gfp+" population. (.pdf, 350 KB)
- Table S5 - Top genes enriched in "In Gfp++" population. (.pdf, 350 KB)
- Table S6 - GFP fluorescence values of mating mutants in Figure 3. (.pdf, 717 KB)
- Table S7 - Strains used in this study. (.pdf, 442 KB)
- Figure S2 - FACS analysis of populations after sorting. (.pdf, 549 KB)
- Figure S3 - Screenshot of Sub1-3HA ChIP-Seq under high osmolarity conditions. (.pdf, 388 KB)
- Figure S4 - Gating of YKO library sorting experiments. (.pdf, 338 KB)
- Figure S5 - SUB1-3HA tagged strain retains some Sub1 function. (.pdf, 285 KB)
- Figure S6 - *whi3 Δ* and *kch1 Δ* mutants from the *MAT*a YKO library are diploid. (.pdf, 424 KB)
- Figure S7 - Fluorescence peak of YKO library shifts with a higher concentration of α-factor. (.pdf, 382 KB)
- Figure S8 - Plasmid rescue of *sub1 Δ* mutant. (.pdf, 425 KB)
- Figure S9 - *FUS1* expression is higher in a *sub1 Δ* mutant relative to wild-type. (.pdf, 358 KB)

# Supplementary material for: Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes
**Source:** G3 (Bethesda). 2016 Feb 1;6(4):881–92. doi: 10.1534/g3.115.026757
**Supplement:** Supporting Information

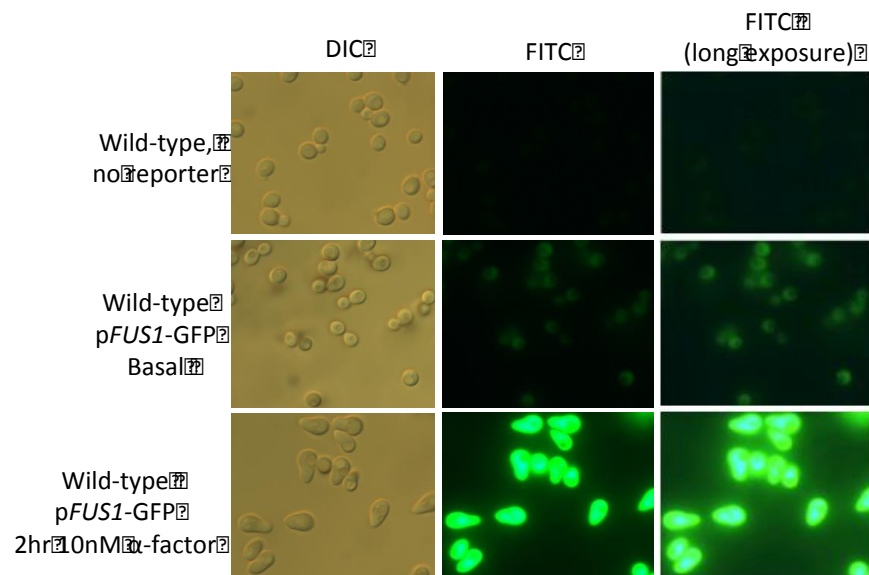

**Figure S1** The wild-type strain transformed with the reporter construct (yAS38 control strain) forms shmoos and has higher GFP fluorescence under  $\alpha$ -factor treatment.

# Supplementary material for: Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes
**Source:** G3 (Bethesda). 2016 Feb 1;6(4):881–92. doi: 10.1534/g3.115.026757
**Supplement:** Supporting Information

**Table S2. Top genes enriched in the “In Gfp-” population.**

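Table S2 of the paper lists 37 mutants with their log2 fold changes in In Gfp-. All 37 were tested here, and all were enriched and higher in every sorted replicate than in every presort replicate. The list was drawn from these same samples, so this is no independent evidence. The log2 fold changes of the 37 ranged from 8.90 to 10.03 with a median of 9.43, and their ranks from 2 to 64 with a median of 28. The paper's reported values range from 9.283 to 9.885; the values obtained here differed from them by at most 0.54, with a median difference of −0.15. All 37 were also enriched in Un Gfp-, with a median log2 fold change of 9.08. The 5 mutants with the largest log2 fold changes in In Gfp- were *apl2*Δ (10.48), *sir4*Δ, *aac3*Δ (9.95), *tir3*Δ (9.81), and *rps24b*Δ (9.79). In Un Gfp- they were YPR126C (10.20), *mrpl28*Δ (9.73), *ste7*Δ, *rps24b*Δ (9.38), and *stb5*Δ (9.38). In the paper's retests *tir3*Δ, *mrpl28*Δ, and *stb5*Δ were wild type when tested individually. Newly made mutants of *AAC3* and YPR126C were wild type as well. A large enrichment here was thus not by itself a Gfp- phenotype of the deletion. Many mutants shared nearly the same enrichment. In In Gfp-, 58 mutants had a log2 fold change between 9 and 10 and 2 were above 10; in Un Gfp- the numbers were 38 and 1. The fold changes are relative to TMM, under which the median mutant was at −0.55 in Un Gfp- and −0.69 in In Gfp-; with total counts these medians were −5.32 and −6.17, and with mutants of at most 3 reads in every sorted replicate set to their bound, −0.06 and 0.04.

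**Figure D3:**
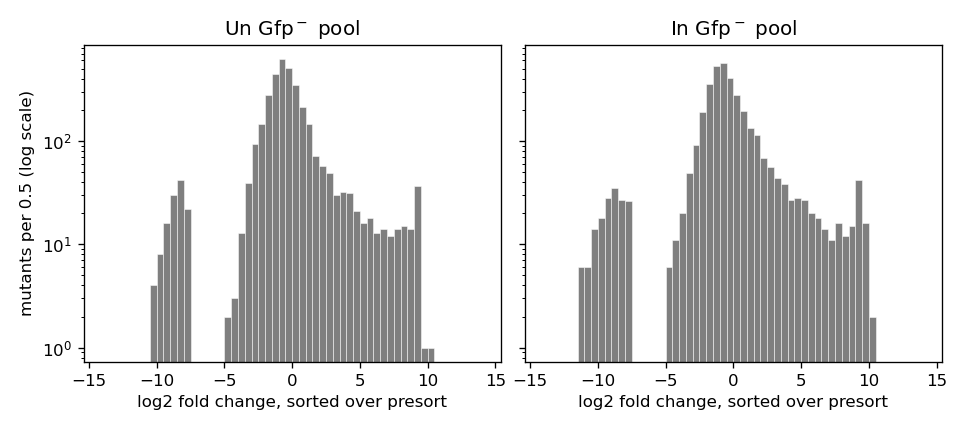
Number of mutants (vertical axis, log scale) in steps of 0.5 of the log2 fold change of sorted over presort (horizontal axis), for Un Gfp- on the left and In Gfp- on the right. The peak at the right edge holds the mutants between 9 and 10; the separate group at −7.64 and below holds the 122 (Un) and 160 (In) mutants without sorted reads, whose fitted values depend on the model's prior count and have no order.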

Genes in **orange** are expected to be enriched in this population; **YDL041W\*** overlaps completely with *SIR2/YDL042C*; N/A = slow growth or lethal phenotype and not tested for p*FUS1*-GFP expression.

| Systematic Name | Common Name     | Log2 Fold Change | padj   | Individually Tested Phenotype   | Newly Made Mutant Phenotype     |
|-----------------|-----------------|------------------|--------|---------------------------------|---------------------------------|
| YIL011W         | TIR3            | 9.885            | 0.0026 | Wild-type                       |                                 |
| <b>YDR227W</b>  | <b>SIR4</b>     | 9.864            | 0.0026 |                                 | Gfp <sup>-</sup> ; no induction |
| YIL030C         | SSM4/DOA10      | 9.817            | 0.0026 | Lower basal                     | Lower basal                     |
| YPR126C         | YPR126C         | 9.761            | 0.0026 | Gfp <sup>-</sup> ; no induction | Wild-type                       |
| YDL073W         | YDL073W         | 9.729            | 0.0026 | Wild-type                       |                                 |
| YIL032C         | YIL032C         | 9.720            | 0.0026 | Wild-type                       |                                 |
| YBR085W         | AAC3            | 9.706            | 0.0026 | Lower basal; no induction       | Wild-type                       |
| YNL264C         | PDR17           | 9.703            | 0.0026 | Gfp <sup>-</sup> ; no induction | Wild-type                       |
| YIL042C         | PKP1            | 9.683            | 0.0026 | Wild-type                       |                                 |
| YIL014W         | MNT3            | 9.682            | 0.0120 | Wild-type                       |                                 |
| <b>YLR442C</b>  | <b>SIR3</b>     | 9.670            | 0.0047 |                                 | Gfp <sup>-</sup> ; no induction |
| <b>YDR103W</b>  | <b>STE5</b>     | 9.639            | 0.0055 |                                 | Gfp <sup>-</sup> ; no induction |
| YDR462W         | MRPL28          | 9.629            | 0.0055 | Wild-type                       |                                 |
| YDR443C         | SSN2            | 9.626            | 0.0026 | Wild-type                       |                                 |
| YIL066C         | RNR3            | 9.606            | 0.0026 | Wild-type                       |                                 |
| YOR359W         | VTS1            | 9.600            | 0.0026 | Wild-type                       |                                 |
| YIL009W         | FAA3            | 9.594            | 0.0026 | Wild-type                       |                                 |
| <b>YDL159W</b>  | <b>STE7</b>     | 9.585            | 0.0049 |                                 | Gfp <sup>-</sup> ; no induction |
| YIL044C         | AGE2            | 9.581            | 0.0026 |                                 |                                 |
| YHR177W         | YHR177W         | 9.578            | 0.0026 | Lower basal; no induction       | Wild-type                       |
| YIL154C         | IMP2            | 9.557            | 0.0028 | Gfp <sup>-</sup> ; no induction | Wild-type                       |
| YIL012W         | YIL012W         | 9.552            | 0.0031 | Gfp <sup>-</sup> ; no induction | Wild-type                       |
| YDL074C         | BRE1            | 9.548            | 0.0026 |                                 | Wild-type                       |
| YIL093C         | RSM25           | 9.546            | 0.0026 | Gfp <sup>-</sup> ; no induction |                                 |
| YHR178W         | STB5            | 9.545            | 0.0065 | Wild-type                       |                                 |
| <b>YDL041W*</b> | <b>YDL041W*</b> | 9.542            | 0.0026 |                                 |                                 |
| <b>YOR212W</b>  | <b>STE4</b>     | 9.536            | 0.0049 |                                 | Gfp <sup>-</sup> ; no induction |
| YIR013C         | GAT4            | 9.531            | 0.0026 | Wild-type                       |                                 |
| YIL079C         | AIR1            | 9.523            | 0.0026 | Wild-type                       |                                 |
| YOR369C         | RPS12           | 9.513            | 0.0026 | Lower basal; no induction       | N/A                             |
| YLL026W         | HSP104          | 9.512            | 0.0026 | Wild-type                       |                                 |
| YIL133C         | RPL16A          | 9.506            | 0.0055 | Wild-type                       |                                 |
| YMR088C         | VBA1            | 9.505            | 0.0026 |                                 |                                 |
| <b>YDL042C</b>  | <b>SIR2</b>     | 9.496            | 0.0045 |                                 | Gfp <sup>-</sup> ; no induction |
| YNR075W         | COS10           | 9.490            | 0.0070 | Wild-type                       |                                 |

|                |         |       |        |             |           |
|----------------|---------|-------|--------|-------------|-----------|
| <b>YIL025C</b> | YIL025C | 9.370 | 0.0065 | Wild-type   |           |
| <b>YBR032W</b> | YBR032W | 9.283 | 0.0028 | Lower basal | Wild-type |

# Supplementary material for: Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes
**Source:** G3 (Bethesda). 2016 Feb 1;6(4):881–92. doi: 10.1534/g3.115.026757
**Supplement:** Supporting Information

**Table S7: Strains used in this study.**

| Description                                                         | Strain        | Genotype                                                                         | Figure           |
|---------------------------------------------------------------------|---------------|----------------------------------------------------------------------------------|------------------|
| <b>Negative control strain</b>                                      | <b>BY4741</b> | <i>leu2Δ0 met15Δ0 ura3Δ0 his3Δ1</i>                                              |                  |
| <b>Reporter control strain</b>                                      | <b>yAS38</b>  | <i>leu2Δ0 met15Δ0 ura3Δ0 his3Δ1 bar1::pFus1-GFP-LEU2</i>                         |                  |
| <b>BY4743 transformed with pFUS1-GFP reporter construct</b>         | <b>yAS340</b> | <i>leu2Δ0 lys2Δ0/+ ura3Δ0 his3Δ1 met15Δ0/+ bar1::pFUS1-GFP-LEU2</i>              |                  |
| <b>SUB1-3HA tag for ChIP-Seq</b>                                    | <b>yAS420</b> | <i>SUB1-3HAtag::kanMX leu2Δ0 lys2Δ0 ura3Δ0 his3Δ1 met15 bar1::pFUS1-GFP-LEU2</i> |                  |
| <b>sub1Δ::kanMX for RNA-Seq</b>                                     | <b>yAS395</b> | <i>sub1Δ::kanMX lys2Δ0 ura3Δ0 his3Δ1 met15 bar1::pFUS1-GFP-LEU2</i>              |                  |
| <b>WT control for RNA-Seq</b>                                       | <b>yAS418</b> | <i>lys2Δ0 ura3Δ0 his3Δ1 met15 bar1::pFUS1-GFP-LEU2</i>                           |                  |
|                                                                     | <b>yAS473</b> | <i>hog1Δ::hygMX leu2Δ0 ura3Δ0 his3Δ1 bar1::pFus1-GFP-LEU2</i>                    | <b>Figure 4</b>  |
|                                                                     | <b>yAS474</b> | <i>sub1Δ::kanMX hog1Δ::hygMX leu2Δ0 ura3Δ0 his3Δ1 met15 bar1::pFus1-GFP-LEU2</i> | <b>Figure 4</b>  |
|                                                                     | <b>yAS476</b> | <i>sub1Δ::kanMX leu2Δ0 lys2Δ0 ura3Δ0 his3Δ1 bar1::pFus1-GFP-LEU2</i>             | <b>Figure 4</b>  |
| <b>whi3Δ strain from MATa YKO library</b>                           | <b>yAS146</b> | <i>whi3Δ::kanMX leu2Δ0 met15Δ0 ura3Δ0 his3Δ1 bar1::pFus1-GFP-LEU2</i>            | <b>Figure S6</b> |
| <b>whi3Δ strain from MATa YKO library transformed with reporter</b> | <b>yAS170</b> | <i>whi3Δ::kanMX leu2Δ0 met15Δ0 ura3Δ0 his3Δ1 bar1::pFus1-GFP-LEU2</i>            | <b>Figure S6</b> |
| <b>kch1Δ strain from MATa YKO library</b>                           | <b>yAS199</b> | <i>kch1Δ::kanMX leu2Δ0 met15Δ0 ura3Δ0 his3Δ1 bar1::pFus1-GFP-LEU2</i>            | <b>Figure S6</b> |
| <b>kch1Δ strain from MATa YKO library</b>                           | <b>yAS210</b> | <i>kch1Δ::kanMX leu2Δ0 met15Δ0 ura3Δ0 his3Δ1</i>                                 | <b>Figure S6</b> |

|                           |               |                                                                           |                  |
|---------------------------|---------------|---------------------------------------------------------------------------|------------------|
| transformed with reporter |               | <i>bar1::pFus1-GFP-LEU2</i>                                               |                  |
|                           | <b>yAS408</b> | <i>pbs2Δ::URA3 sub1Δ::kanMX leu2Δ0 lys2Δ0 ura3Δ0 his3Δ1</i>               | <b>Figure S5</b> |
|                           | <b>yAS409</b> | <i>sub1Δ::kanMX leu2Δ0 ura3Δ0 his3Δ1 met15Δ0</i>                          | <b>Figure S5</b> |
|                           | <b>yAS410</b> | <i>pbs2Δ::URA3 leu2Δ0 lys2Δ0 ura3Δ0 his3Δ1</i>                            | <b>Figure S5</b> |
|                           | <b>yAS415</b> | <i>leu2Δ0 lys2Δ0 ura3Δ0 his3Δ1</i>                                        | <b>Figure S5</b> |
|                           | <b>yAS454</b> | <i>pbs2Δ::URA3 SUB1-3HAtag::kanMX leu2Δ0 lys2Δ0 ura3Δ0 his3Δ1 met15Δ0</i> | <b>Figure S5</b> |

# Supplementary material for: Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes
**Source:** G3 (Bethesda). 2016 Feb 1;6(4):881–92. doi: 10.1534/g3.115.026757
**Supplement:** Supporting Information

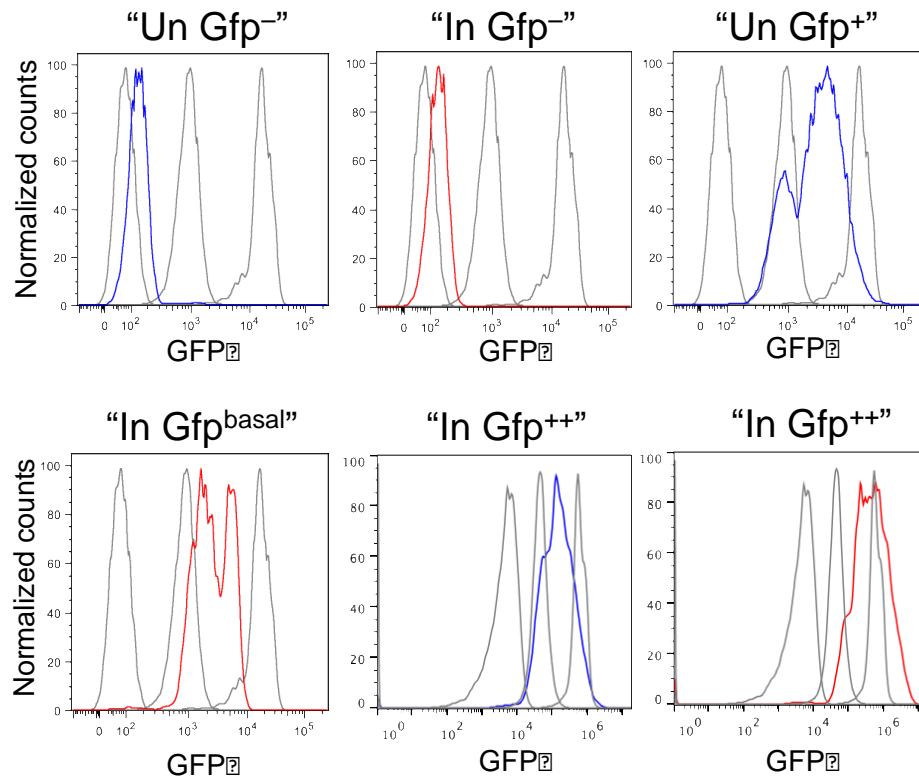

**Figure S2** FACS analysis of populations after sorting.

*Top Panel:* FACS analysis of “Un Gfp<sup>-</sup>” population regrown in uninduced conditions after sorting; FACS analysis of “In Gfp<sup>-</sup>” population regrown in induced conditions after sorting; and FACS analysis of “Un Gfp<sup>+</sup>” population regrown in uninduced conditions after sorting.

*Bottom Panel:* FACS analysis of “In Gfp<sup>basal</sup>” population regrown in induced conditions after sorting; FACS analysis of “In Gfp<sup>++</sup>” population regrown in uninduced conditions; and FACS analysis of “In Gfp<sup>++</sup>” population regrown in induced conditions.

# Supplementary material for: Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes
**Source:** G3 (Bethesda). 2016 Feb 1;6(4):881–92. doi: 10.1534/g3.115.026757
**Supplement:** Supporting Information

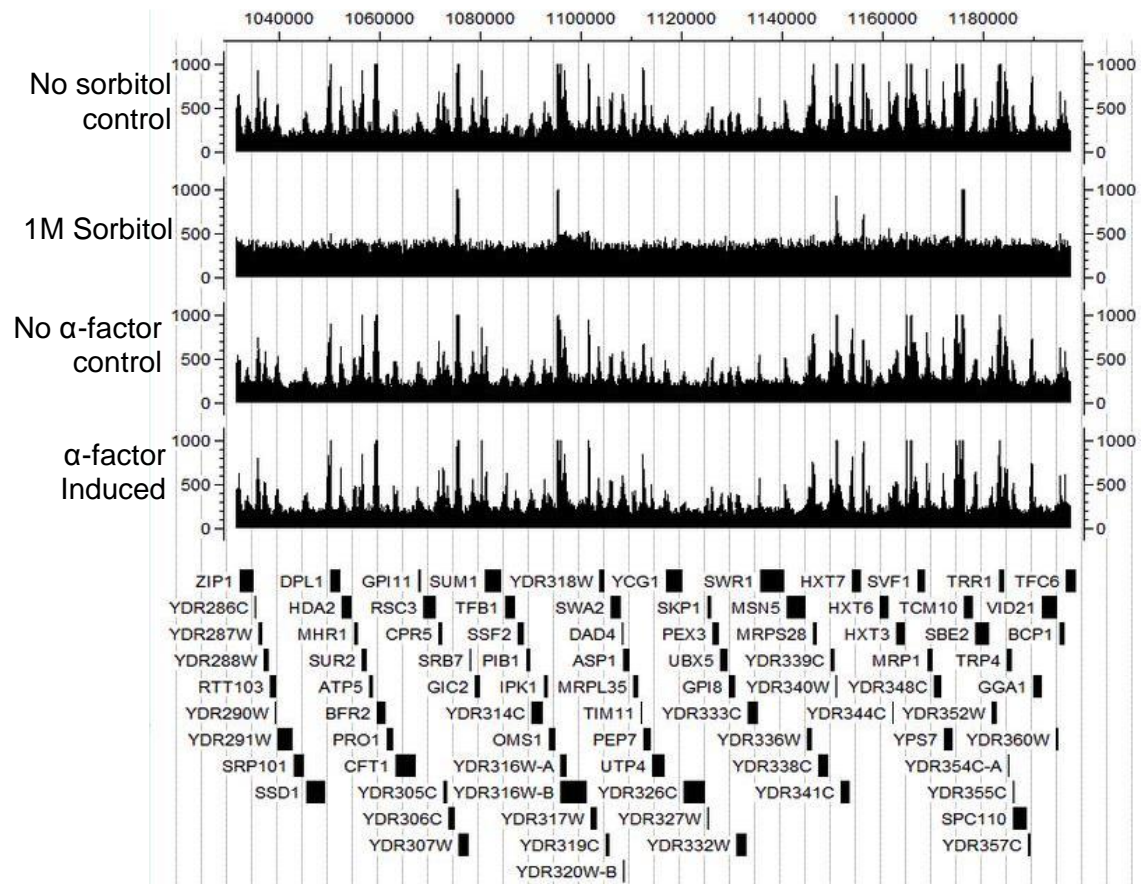

**Figure S3** Screenshot of Sub1-3HA ChIP-Seq under high osmolarity conditions. ChIP-Seq of Sub1 shows that, overall, Sub1 releases binding genome-wide under high sorbitol conditions.

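The strongest losses in the library labelled 1 M sorbitol were at positions 451000 to 451500 of chromosome VIII, with a log2 ratio of −4.59, and at 71400 to 71900 of chromosome I, with −4.35. The region upstream of *IMD2*, 553800 to 554500 of chromosome VIII, was among the 5 strongest losses, with −3.70. A few regions gained signal. The strongest gain was at 903600 to 903700 of chromosome XII, with 2.40, followed by 280700 to 280900 of chromosome V, with 2.24, and 898000 to 898300 of chromosome XII, with 1.94.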

# Supplementary material for: Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes
**Source:** G3 (Bethesda). 2016 Feb 1;6(4):881–92. doi: 10.1534/g3.115.026757
**Supplement:** Supporting Information

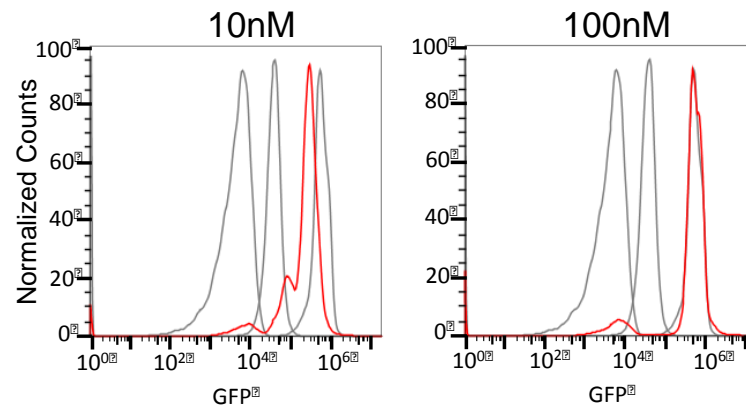

**Figure S7** Fluorescence peak of YKO library shifts with a higher concentration of  $\alpha$ -factor. Adding more  $\alpha$ -factor to the YKO library shifts peak of  $\alpha$ -factor induced to wild-type levels (10nM vs. 100nM).

# Supplementary material for: Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes
**Source:** G3 (Bethesda). 2016 Feb 1;6(4):881–92. doi: 10.1534/g3.115.026757
**Supplement:** Supporting Information

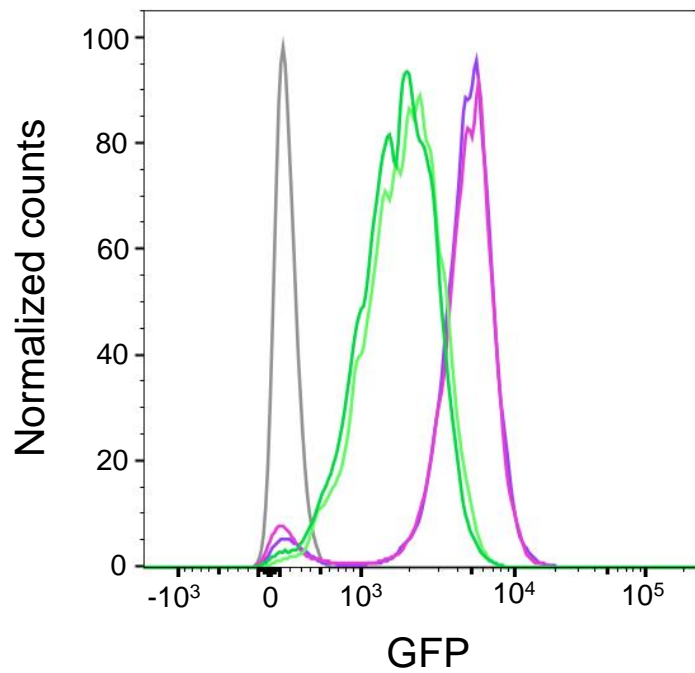

| Strain                          | Mean GFP Fluorescence |
|---------------------------------|-----------------------|
| yAS476 + Sub1 replicate 1       | 1894                  |
| yAS476 + Sub1 replicate 2       | 2061                  |
| yAS476 empty vector replicate 1 | 4827                  |
| yAS476 empty vector replicate 2 | 4950                  |
| BY4741 Negative Control         | 165                   |

**Figure S8** Plasmid rescue of *sub1Δ* mutant. This plasmid rescue experiment shows that wild-type expression of Sub1 from a pRS416 plasmid decreases the pFUS1-GFP expression in a *sub1Δ* mutant.

# Supplementary material for: Barcode Sequencing Screen Identifies SUB1 as a Regulator of Yeast Pheromone Inducible Genes
**Source:** G3 (Bethesda). 2016 Feb 1;6(4):881–92. doi: 10.1534/g3.115.026757
**Supplement:** Supporting Information

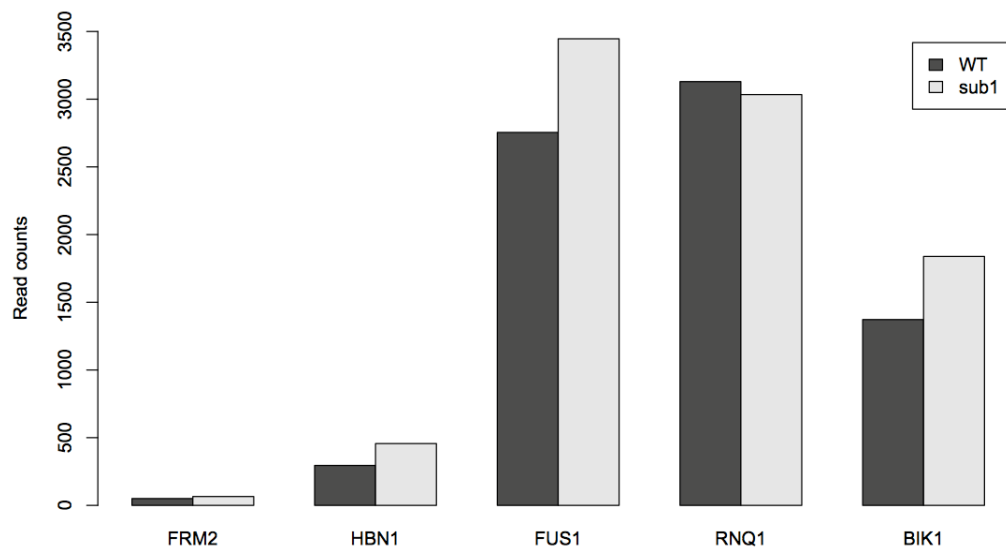

**Figure S9** *FUS1* expression is higher in a *sub1Δ* mutant relative to wild-type. Additional computational analysis of RNA-Seq read counts shows that *FUS1* expression in a *sub1Δ* mutant is ~1.2 fold higher than wild-type.

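In the other pairs of libraries the ratio of *FUS1* in *sub1*Δ to wild type was 1.62 without sorbitol (95% interval 1.55 to 1.69), 1.90 in 1 M sorbitol (95% interval 1.77 to 2.03), and 0.913 with α-factor (95% interval 0.897 to 0.929). These intervals are exact binomial intervals on the recovered reads and cover counting error only. With α-factor *FUS1* rose 9.67-fold in wild type and 7.10-fold in *sub1*Δ.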

How the deposited data were processed for this re-analysis (not part of the article)

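Several assays were analysed: barcode sequencing of sorted pools of the deletion library, RNA-Seq of wild type and *sub1*Δ, and ChIP-Seq of 3HA-tagged Sub1. The series holds 51 samples, of which 38 belong to Bar-Seq, 8 to RNA-Seq, and 5 to ChIP-Seq. Conditions and replicates were taken from the sample labels and the methods of the paper.

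For Bar-Seq, the authors deposited raw read counts per deletion mutant, made by aligning UPTAG and DNTAG reads with Bowtie2 to the known barcodes and counting them in R. Of the 48 columns of that table, 24 were used and 24 were not, because their names could not be paired with a single sample; the pools they hold are not reported. The UPTAG and DNTAG counts of each replicate were summed. Sorted and presorted samples (3 replicates each) were compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment at an adjusted p of 0.05, over mutants with a mean of at least 50 reads before sorting. The paper's methods give 50 reads in the presorted library as the minimum and name DESeq for the p-values; DESeq2 1.42.0 was run as an alternative. The difference between the uninduced and the induced enrichment was tested as an interaction over 12 samples. Replicate numbers were taken to pair the samples: a replicate is one run of the experiment in the methods, and number 1 marks another instrument model than 2 and 3 in the sample labels. Neither states that samples of the same number came from one culture, and the counts show little of the pairing: the correlations of deviations from the group means between sorted and presorted samples of the same number were 0.239, −0.00197, and 0.290 in the uninduced cultures and −0.0505, −0.0776, and 0.0599 in the induced ones. The tests were made without the replicate number, which was added as a block in an alternative; its value is given where it changed a call or moved a count by over 1.5 times. Where every sorted replicate had at most 3 counts, a fold change is given only as a bound. On simulated counts, with the same dispersion of 0.2 for every mutant, which real mutants need not have, the test recovered 100% of mutants raised by 6 or 8 on the log2 scale and called 4 unchanged mutants higher in Un Gfp- and 3 in In Gfp-. In a further simulation, it recovered 66.7% of the mutants raised by 2 in Un Gfp- and 44.9% in In Gfp-. Of those raised by 4, it recovered 100% and 98.0%. It called 1 and 2 unchanged mutants higher, and 11 and 5 lower. At the common dispersion of the real counts, 0.146 and 0.158, it recovered 76.0% and 85.7% of those raised by 2. It recovered 100% of those raised by 4, and called 3 and 2 unchanged mutants higher and 5 and 5 lower.

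For RNA-Seq and ChIP-Seq, the authors mapped reads with Bowtie2 to SacCer2 and deposited a signal per 100-bp bin, scaled to a common total. How the bins were made is not stated in the methods of the main text. The text of the supplemental methods was not available here. The reads behind each value were recovered from the smallest value of each library. The deposited signal is not separated by strand and bins without reads are not listed. RNA values of bins were compared as log2(value + 1) over bins at or above the median of the non-zero bins. A log2 ratio of 1 was the threshold, and of 2 for α-factor-inducible bins. Ratios of genes were taken on the mean values of their bins without a pseudocount. The median of those bins was set beside 10000 random lists of bins matched on mean level. ChIP libraries were divided by their median bin, and bins at 2 times the untagged library were called bound. Each RNA and ChIP condition is a single library, so no test could compare conditions or strains beyond these libraries; a binomial test on the recovered reads, added later, compares the libraries only, and 95% intervals (exact binomial for genes and peaks, Wilson for the share of regions) cover counting error only. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and were tested on simulated data; figures were drawn with matplotlib 3.10.9.

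The files give no gene names for bins, and no annotation of SacCer2 was used. The positions of *FUS1*, *FIG1*, *IMD2*, and their neighbours come from matching the bars of Fig. 5B, read by eye, to the bins. A gene table of the R64 assembly was used for the names of 5651 mutants only; 477 did not match.

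The Bar-Seq tests, the test of chromosome arms, the thresholds behind the counts of bins and regions, a first set of alternatives, and the rule for naming mutants, genes, and regions were set before the data were examined. The columns were paired with samples afterwards, by their names. Other comparisons were also chosen afterwards, among them the bins changed in both pairs of untreated libraries, the parts of genes, and, apart from the Bar-Seq tests and the test of chromosome arms, the tests of flagged results and of other observations. The naming rule takes every gene the paper names that the files identify, the 5 mutants with the largest log2 fold change in each Bar-Seq comparison, and the 5 strongest rises and falls of bins or regions. Alternatives covered normalization, the minimum of reads, single tags, a replicate block, leaving out each replicate, the pseudocount, the floor, the control libraries, the way inducible bins are selected, and the threshold and scaling of ChIP signal. Further alternatives were added later and are marked so.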

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

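The tests in this part were chosen after the result was seen. In the untagged ChIP library, which the paper uses as a negative control and does not report on by itself, the signal is raised at the *FUS1* promoter. The mean of the 4 bins from 71400 to 71700 of chromosome III was 3.04 times the mean of the flank from 68800 to 70700, and the peak bin at 71700 alone was 2.91 times the flank. These 4 bins were picked after their values had been seen. The same ratio was 3.30 in the library labelled 1 M sorbitol, 4.65 without α-factor, and 5.01 without sorbitol, and 24 with α-factor.

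Untagged signal rising at every strongly bound region is argued against: over the 100 regions with the strongest tagged signal the untagged median was 1.09 median bins, against 0.933 over all bound regions. A rise at some of them stays open, since 16 of these 100 reached 2.5 median bins in the untagged library; a high background also raises the tagged signal by which they were ranked. Of all 4248 regions bound without α-factor, 18 reached 2.5 median bins in the untagged library: 14 on chromosome XII between 451700 and 490500, 2 on chromosome VIII between 212700 and 214900, and the 2 at *FUS1* on chromosome III. Another candidate explanation that stays open is DNA copy number. The reporter of Fig. 2A carries 2 copies of p*FUS1*, to which the native promoter adds 1, and the ratio of 3.04 lies near the 3 copies this gives. That ratio is from a single library, and no input DNA was analysed here. No biological explanation was tested.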

How the results depend on the processing

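In all, 80 alternative values were computed for the summary results, of which 38 kept their direction and stayed on their side of the threshold, or within 1.5 times for a count, and 42 did not. For single mutants and genes, 405 alternative values other than those leaving out a replicate were computed over 63 results: 355 were unchanged by these measures, 7 weaker, 13 stronger, 26 reversed, and 4 moved. Leaving out a replicate gave 176 values over 60 results: 116 unchanged, 49 weaker, 2 stronger, and 9 reversed. The cause of the changes below was not tested unless stated.

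Among the alternatives fitted on all replicates, total counts moved the Bar-Seq counts most. With total counts only, 116 mutants were enriched in Un Gfp- in place of 416, and all 116 were among the 416; in In Gfp- there were 119 in place of 540. With DESeq2 the enriched mutants numbered 537 and 522, with 50 reads required in every presort replicate 394 and 363, without a filter 481 and 599, with UPTAG only 363 and 391, and with DNTAG only 388 and 561. DESeq2 called 97 mutants for the difference between the pools, where the quasi-likelihood test called 0 (342 at an unadjusted p under 0.05).

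The fits that each left out one replicate gave from 0 to 543 enriched mutants in Un Gfp-, from 208 to 496 in In Gfp-, and from 0 to 4 for the difference between the pools. In Un Gfp- the 0 came without replicate 1 and without replicate 2, with 366 and 461 mutants higher at an unadjusted p under 0.05 and smallest adjusted p-values of 0.0996 and 0.0598 from edgeR's quasi-likelihood test; without replicate 3 the smallest was 1.54e-06. In In Gfp- the 208 came without replicate 1. These fits have fewer samples.

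With a replicate block 365 mutants were enriched in Un Gfp-, all among the 416, and 316 in In Gfp-, all among the 540. The depleted mutants numbered 98, of which 45 were among the 180, and 12, all among the 359. In In Gfp- *kss1*Δ, *whi3*Δ, *ste2*Δ, *ste23*Δ, and *sub1*Δ did not pass the threshold with the block, and in Un Gfp- *sub1*Δ did not (adjusted p = 0.0518 from edgeR's quasi-likelihood test). The right arms of chromosomes XIII and XV did not pass in Un Gfp- either. The block changed no other call among the named mutants, the mutants of Table S2, and the chromosome arms, and for the difference between the pools it gave 0 calls as before (241 at an unadjusted p under 0.05). The log2 fold changes of *dig2*Δ, *ste24*Δ, and *kch1*Δ in In Gfp- were −0.28, −0.13, and −1.23, reversed from the fit without it.

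With total counts only, log2 fold changes reversed in Un Gfp- for *ste2*Δ (−4.51), *kss1*Δ (−1.23), *dig2*Δ (−4.61), *ste14*Δ (−4.02), *ste24*Δ (−4.60), *whi3*Δ (−0.81), and *kch1*Δ (−4.11). In In Gfp- they reversed for *ste50*Δ (−1.03), *ste2*Δ (−3.56), *kss1*Δ (−2.48), *dig2*Δ (−5.02), *ste24*Δ (−5.01), *whi3*Δ (−3.80), and *kch1*Δ (−3.96). This setting lowers all mutants, as the medians of all mutants show. With UPTAG only, *dig2*Δ reversed in Un Gfp- (−0.11), and *dig2*Δ (−0.65), *ste24*Δ (−0.42), and *kch1*Δ (−0.46) in In Gfp-. With DNTAG only, *ste23*Δ reversed in Un Gfp- (0.16) and *dig2*Δ in In Gfp- (−0.17). In In Gfp-, *dig2*Δ also reversed with DESeq2 (−0.038) and without a filter (−0.0044), and *ste3*Δ with 50 reads in every presort replicate (0.0053). Leaving out a replicate reversed, in Un Gfp-, *ste23*Δ (−0.38 to 0.15) and *ste24*Δ (−0.18 to 1.01), and in In Gfp-, *dig2*Δ (−0.39 to 0.55), *ste3*Δ (−2.12 to 0.41), *ste14*Δ (−1.53 to 0.33), *ste24*Δ (−0.39 to 0.61), and *kch1*Δ (−2.40 to 0.91).

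For *sub1*Δ against wild type without treatment, 1903 bins were higher and 1407 lower. Without the floor the numbers were 5522 and 3219, and in the libraries without sorbitol 468 and 2145. Alternatives added after the data had been seen gave 39 and 110 at a log2 ratio of 2, and 68 and 76 for runs of at least 5 bins. Such runs numbered 8 and 122 in the libraries without sorbitol. A binomial test on the recovered reads, also added then, gave 15388 and 12167, and 15518 and 9031 in the libraries without sorbitol. That test compares these libraries and not the strains. A pseudocount of 10 (1627 and 1281) and rescaling each library (1940 and 1395) stayed within 1.5 times. In the libraries without sorbitol the log2 ratio of *FIG1* was 2.14, of *FUS1* 0.69, and of *IMD2* 2.15, and with a pseudocount of 10 that of *FIG1* was 2.40.

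The α-factor responses shared 31 of the 50 strongest bins and, in lists added later, 447 of 500 and 847 of 1000. The sorbitol responses shared 23 of 50, 258 of 500, and 462 of 1000. Of the 100 strongest bins, 72 were shared for α-factor and 66 for sorbitol; without the floor the numbers were 69 and 51, and with a pseudocount of 10 they were 55 and 65, which reverses the order of the treatments. The length of the list sets how many can be shared. The median difference of the α-factor-inducible bins, −0.63, was negative under every alternative run: −0.48 when selected in *sub1*Δ, −0.55 on the mean of both strains, −0.50 with a pseudocount of 10, −0.74 with rescaled libraries, −0.43 with the libraries without sorbitol as controls, and, added later, −0.54 when selected on those libraries.

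Without α-factor, 13822 bins in 4248 regions were bound by Sub1. At 1.5 times the untagged signal there were 28029 bins, at 3 times 4518 bins in 1656 regions, and on the scale as deposited 5173 bins in 1905 regions. The 93 regions that rose with α-factor became 182 at a ratio of 1.5. The share of regions still bound in 1 M sorbitol, 7.10%, was 8.97% at 1.5 times, 8.60% at 3 times, 13.4% on the scale as deposited, and, added later, 9.78% when counted in bins.

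The odds ratio of the left arm of chromosome IX stayed above 1 under every alternative run, from 4.72 with DNTAG only to 23.8 for the 50 mutants with the largest log2 fold change, and at 3.82 with the mutants of Table S2 left out, and 8.13 with the replicate block, both added later; without replicate 1 it was 11.7. The enrichments of the In Gfp basal, Un Gfp+, and In Gfp++ pools and the overlap of Un Gfp+ with In Gfp++ were not run, since their columns could not be paired with samples. Depth limits mutants with few sorted reads: 614 tested mutants in Un Gfp- and 691 in In Gfp- had at most 3 counts in every sorted replicate, among them 107 of the 180 and 183 of the 359 depleted ones.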

Differences from the paper's values

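For *IMD2*, the log2 ratio of *sub1*Δ to wild type without α-factor was 2.20, against the paper's reported value of 2.11. The difference is larger than the counting error, which is the only error that single libraries give. Among the alternatives set before the data were examined, the libraries without sorbitol gave 2.15, within counting error of the paper's value, while a pseudocount of 10 gave 2.16 and rescaling each library gave 2.21, which were not.

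The paper states that the *gpa1*Δ mutant was not identified in the screen. In the deposited counts the strain listed under the systematic name of *GPA1* had reads in all 12 libraries and was enriched in both Gfp- pools, with log2 fold changes of 9.19 and 9.42. In Un Gfp- it did not pass the threshold without replicate 1 or without replicate 2. The paper gives the mutation as lethal in haploids, and the identity and ploidy of this strain were not examined. These counts therefore do not show that the screen recovered a haploid *gpa1*Δ as Gfp-.

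The paper states that most genes that changed in *sub1*Δ were lower. Counted in bins rather than genes, 1903 were higher and 1407 lower in the libraries without α-factor. In the libraries without sorbitol 468 were higher and 2145 lower, the direction the paper states. Of the bins that changed by as much in both pairs, 169 were higher in both and 1024 lower in both, also the direction the paper states. The same direction was found in the first pair with 39 higher and 110 lower bins at a log2 ratio of 2, and with 68 higher and 76 lower runs of at least 5 bins. Without the floor, the first pair had 5522 higher and 3219 lower bins, the reverse of the direction the paper states. A binomial test on the recovered reads, which compares the libraries only, also went the other way. It gave 15388 higher and 12167 lower bins in the first pair, and 15518 and 9031 in the libraries without sorbitol. The comparison of both pairs, the log2 ratio of 2, the runs, and the binomial test were chosen after seeing the values.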

Other observations

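The tests in this part were chosen after the results were seen, except edgeR's tests of the pools and of the difference between them, and the Fisher's exact test of chromosome arms. The latter was written before the counts were seen, but the names in Table S2 prompted it, and Table S2 lists top mutants of these same samples.

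Enriched mutants were concentrated on the left arm of chromosome IX. In In Gfp-, 52 of the 115 mutants tested on that arm were enriched (45.2%), against 14.2% elsewhere, an odds ratio of 4.99 (adjusted p = 1.69e-13, Fisher's exact test with Benjamini-Hochberg adjustment over arms). In Un Gfp- it was 47 of 110 (42.7% against 11.2%), an odds ratio of 5.93 (adjusted p = 7.34e-15 from the same test). Mutants are not independent replicates, and these p-values partly restate the names that prompted the test: of the 37 mutants of Table S2, all enriched in both pools, 14 lie on this arm. With the 37 left out, which was added after the data had been seen, 38 of 101 mutants on the arm were enriched in In Gfp- (37.6% against 13.6% elsewhere), an odds ratio of 3.82 (adjusted p = 9.97e-08 from the same test), and 33 of 96 in Un Gfp- (34.4% against 10.5%), an odds ratio of 4.44 (adjusted p = 2.83e-08 from the same test). These mutants come from the same samples, so they are no independent evidence either. Over the alternatives for In Gfp- the adjusted p ranged from 6.94e-23 to 9.97e-08. The reporter is integrated at *BAR1* on this arm. If nearness to *BAR1* were the cause, the share should fall with distance. It was 45.8% up to 20 gene numbers away, 38.9% from 21 to 50, 40.6% from 51 to 100, and 51.2% beyond 100. The median distance was 84 for enriched and 74 for other mutants (permutation test, two-sided p = 0.494). These values argue against nearness for the enriched mutants as a set. The mutants with the largest log2 fold changes were not grouped by distance. Those of Table S2 on this arm lay more often close to *BAR1*, so nearness stays open for them. Higher abundance before sorting is argued against as well: in 4 groups of rising presort abundance the arm's share was 31%, 40.7%, 55.6%, and 53.1%, against 16.7%, 17.6%, 11.8%, and 10.6% elsewhere. A cause that acts along the whole arm stays open and may be technical; no biological explanation was tested. In Un Gfp- the right arms of chromosomes XIII (odds ratio 0.39) and XV (odds ratio 1.80) also passed the threshold (adjusted p = 0.0115 for each from the same test), and in In Gfp- no other arm did. With the replicate block these 2 arms did not pass (odds ratios 0.41 and 1.54, adjusted p = 0.0548 and 0.167 from the same test). The left arm of chromosome IX passed with it in both pools, and the shares by abundance in In Gfp- were then 17.2%, 37%, 55.6%, and 53.1%, against 5.92%, 10%, 6.74%, and 8.64% elsewhere.

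The UPTAG and DNTAG barcodes of a mutant were read separately. Over the 2699 mutants tested by both in In Gfp-, their log2 fold changes had an r of 0.71 across mutants; 352 were enriched by UPTAG and 488 by DNTAG, 334 by both.

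Other splits of the samples were fitted in the same way. In the uninduced pool 1 of the 10 splits of the 6 samples, the real one, gave as many as 596 mutants past the threshold, and the largest other split gave 0. In the induced pool it was again 1 of the 10, with 899 mutants against at most 5 in another split. With 10 splits the share cannot fall under 10%, so the number of splits alone does not settle whether chance gives such a grouping. Of the 10, 4 part all 3 pairs of samples with the same replicate number, as the real split does; the other 3 of these gave 0 calls in each pool, with the replicate block as well, where the real split gave 463 and 328. They differ from the real split in putting the sorted and the presorted sample of a single replicate number in each other's place. Every other split mixes sorted and presorted samples within a group. A large difference between them then raises the spread within groups, so few calls are found whatever the cause. The at most 0 and 5 calls of other splits therefore do not decide whether chance gives the grouping. Replicates were separated for 44.8% and 48.2% of the mutants where chance gives 10%, but mutants are not independent. For the difference between the pools the real split gave 0 calls (342 mutants at an unadjusted p under 0.05), so that 100 of the 100 splits drawn had to give at least as many, and the comparison carries no information. The largest count in another split was 69. Named mutants in that test had log2 differences of −2.48 for *whi3*Δ (adjusted p = 0.291) and −2.10 for *ste50*Δ (adjusted p = 0.527), both from edgeR's quasi-likelihood test of the interaction. The *ste23*Δ strain had 2, 0, and 0 reads in In Gfp-, within the limit of 3 counts. Its difference is therefore not given as an estimate (adjusted p = 0.215 from the same test).

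Strains that the paper measured by flow cytometry also have counts here. The log2 fold changes in Un Gfp- and In Gfp- were 7.93 and 8.71 for *dig1*Δ, 3.88 and 3.50 for *kss1*Δ, and 4.41 and 1.91 for *whi3*Δ. These enrichments differ from the paper's flow cytometry of newly made mutants. There *dig1*Δ was like wild type and *kss1*Δ had higher basal reporter expression. For *whi3*Δ, the paper's Figure S6 shows that the library strain is diploid. Enrichment of a library strain is therefore not by itself a Gfp- phenotype of the deletion. The *ste2*Δ strain was at 0.68 (adjusted p = 0.306) and 2.15 (adjusted p = 0.00403, not past the threshold without replicate 1 or without replicate 3, at log2 fold changes of 1.84 and 2.28), a difference between the pools of 1.5 with an adjusted p of 0.433 in the test of the interaction, and *hog1*Δ at −0.83 (adjusted p = 0.172) and −1.24 (adjusted p = 0.133), all from edgeR's quasi-likelihood test. With total counts only, *kss1*Δ, *whi3*Δ, and *ste2*Δ reversed. With the replicate block none of these 3 passed the threshold in In Gfp-, at log2 fold changes of 3.00 (adjusted p = 0.12), 1.85 (adjusted p = 0.243), and 2.11 (adjusted p = 0.182), from the same test. The *sub1*Δ strain had 3, 1, and 0 reads in Un Gfp- and 0, 0, and 1 in In Gfp-, at least 2.00-fold and 1.32-fold lower than before sorting.

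The tagged ChIP libraries held more signal of the 2-micron plasmid than the untagged one: 1.92% without α-factor, 1.51% with α-factor, 1.93% without sorbitol, and 2.40% in 1 M sorbitol, against 0.113%. Sub1 binding to the plasmid as the cause is argued against, because binding elsewhere fell in 1 M sorbitol and the plasmid share, at 2.40%, did not. A difference in plasmid content between the untagged and the tagged strain cannot be told apart from other differences between them, because the untagged strain has a single library.

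The treatment fields of the sorbitol ChIP libraries state the reverse of their titles. A swap of the titles is argued against by the library without α-factor, which had no sorbitol either: of its bound bins, 92.5% were also bound in the library titled no sorbitol and 11.0% in the library titled 1 M sorbitol. Over the 211 regions at 5 or more times the untagged signal without α-factor, the order of the signal over untagged was kept in the library titled no sorbitol (Spearman's rho of 0.91 across regions) and with α-factor (0.85), but not in the library titled 1 M sorbitol (0.07), where a proportional loss of signal would have kept it. Regions are not independent replicates. Each condition is a single library, so that other differences between these cultures stay open beside the treatment.

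The lower α-factor response of the inducible bins in *sub1*Δ was not due to their selection in wild type alone, since bins selected in *sub1*Δ also gave −0.48. A response is the treated level less the control level. The median of *sub1*Δ minus wild type over these bins was −0.08 with α-factor and 0.57 without it. In these libraries the lower response thus lay mostly in a higher control level. Selecting bins that are low in the wild-type control can raise the 0.57. The libraries without sorbitol entered neither the selection nor the response. There the median of the same bins was 0.40 higher in *sub1*Δ, against 0.07 over all bins. These are single libraries.

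Without α-factor, the ratio of *sub1*Δ to wild type rose along *FUS1*, from a log2 ratio of 0.05 in its first part to 0.46 in its second. It also rose along the 5 other genes of Fig. 5B, by a median of 0.28, which is consistent with more coverage of the 3′ end in the *sub1*Δ library. In the libraries without sorbitol the median rise was 0.04, and *FUS1* was already higher by 0.58 in its first part, so uneven coverage is argued against as the cause of the difference in that pair. All 6 genes have systematic names of the W strand.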
